# A Rare T-Cell Factor 4 Lineage-negative Epithelial Stem Cell Supports Wound Repair and APC-deletion-induced Colon Tumorigenesis

**DOI:** 10.64898/2026.03.17.712502

**Published:** 2026-03-18

**Authors:** Annika V. Thorpe, Tim Mosbruger, Stephanie J. Georges, Olivia M. Crowley, Therese Tuohy, Brian Dalley, Benjamin D. Bice, Andrew K. Fuller, Julio R. Hidalgo, Christopher D. Green, Saher Sue Hammoud, Melinda L. Angus-Hill

## Abstract

To maintain barrier homeostasis, the colonic and intestinal epithelial lining is continually renewed by rapidly proliferating epithelial crypt base columnar (CBC) stem cells that reside at the base of crypts. Using mouse lineage tracing, immunohistochemistry, and single-cell sequencing, we have identified a rare, non-CBC, T-cell factor 4 lineage-negative (*Tcf4* Lin−) stem cell population that gives rise to secretory and absorptive precursors. Following endoscopic biopsy-induced injury, *Tcf4* Lin− stem cells are recruited to the wound bed and to the site of expanding crypts and function in barrier restoration and wound repair. We show that in a *Tcf4*-haploinsufficient background, the *Tcf4* Lin−, but not the *Tcf4* Lin+, cell population represents the cell of origin for colon tumors driven by deletion of *Apc*. Our results provide a foundation for understanding *Apc*− allele-specific differences during colon tumorigenesis and identify a new stem-cell population that may prove valuable in the treatment of diseases caused by intestinal barrier homeostasis defects.

## Introduction:

The colonic and intestinal epithelium is continuously self-renewing. In the crypt, stem cells give rise to transit amplifying cells (TA cells) that proliferate, migrate and develop into terminally differentiated absorptive or secretory lineages. The intestinal stem-cell field has largely focused on the identification and characterization of stem cells in the small intestine, with relatively few studies in normal colon until recently. The most rigorously studied and extensively reviewed stem-cell marker in both small-intestine and colon has been *Lgr5*. Expression of this *Wnt* target gene marks a stem cell known as the crypt base columnar (CBC) cell (recently reviewed in Barker, 2014). Contrary to long-held notions of stem cells, these cells are long-lived and rapidly dividing (Barker et al., 2008b). A more quiescent intestinal stem-cell population is marked by expression of *Bmi1*, *Lrig1*, *Tert*, and *HopX*. Whether this quiescent stem-cell population is independent from CBC cells is controversial, since its markers are also found in rapidly dividing *Lgr5*+ stem cells (Munoz et al., 2012). In support of a distinct quiescent cell population, the *Lgr5*-expressing stem cells are dispensable in the small intestine, suggesting that non-*Lgr5*+ stem cells are sufficient to maintain intestinal homeostasis (Tian et al., 2011). Furthermore, *Lgr5*− and *Lrig1*-promoter-driven conditional mutagenesis of the tumor suppressor gene *Apc* gave rise to different tumor phenotypes. *Lrig1*-promoter-driven heterozygous *Apc*^*LoxEx14*^ deletion drove tumorigenesis efficiently, while *Lgr5*-promoter-driven *Apc*^*LoxEx14*^ deletion required homozygosity, and the extent of tumorigenesis was not clearly defined (Barker et al., 2009; Powell et al., 2014). Thus, *Lrig1* and *Lgr5* appear to mark two distinct stem-cell populations.

The *Wnt* signaling pathway is driven by *β-catenin*, and along with T-cell factor 4 (*Tcf4*, also known as *Tcf7l2*), is thought to be important for maintenance of the intestinal stem-cell population (Korinek et al., 1998). Indeed, downregulation of the β-catenin-TCF/LEF pathway is correlated with differentiation (van de Wetering et al., 2002). However, in the colon, TCF4 protein is expressed at very low levels in proliferative cells at the base of the crypt and at much higher levels in differentiated cells further up the crypt (Angus-Hill et al., 2011). Still, *Tcf4* is thought to be important for stem-cell self-renewal, since loss of this gene results in depletion of the stem-cell compartment in the duodenum of newborn animals (Korinek et al., 1998). Due to this finding, TCF4 is thought to be an oncogenic protein that acts in a positive way to *promote* intestinal cell growth and tumorigenesis (Korinek et al., 1998). However, recent studies have challenged this long-standing paradigm, as loss-of-function mutations in *TCF4* were detected in primary human colorectal tumors and were shown to *stimulate* the growth of colon cancer cells *in vitro* (Tang et al., 2008; Wood et al., 2007).

Inactivation of both alleles of the Wnt pathway inhibitor gene Adenomatous polyposis coli (*APC*) is an early event in most colon adenomas and carcinomas (Kwong and Dove, 2009), and several mouse models have been developed that contain *Apc* mutations similar to those associated with human disease (reviewed in McIntyre et al., 2015). Conditional *Apc* alleles, in particular, have been successful in modeling the colon-specific development of tumors (Zeineldin and Neufeld, 2013). It has long been postulated that mutation of one *Apc* allele within the “mutation cluster region” results in an N-terminal truncated allele that is required for tumor initiation, suggesting either a gain-of-function or dominant-negative role for the mutant allele (Sieber et al., 2002). However, whole-gene *APC* deletion has been identified in humans with classical familial adenomatous polyposis (FAP), raising the possibility that *APC* truncation, *per se*, is not essential for tumorigenesis (Sieber et al., 2002). This possibility was further supported by driving conditional *Apc* deletion (*Apc*^*LoxEx1-15*^) in all intestinal epithelium using the *Villin*^*Cre*^ driver, where mice have significantly decreased median survival and on average more colon tumors than *Apc*^*Min*^ (truncation at amino acid 850) animals, further calling into question the supposed requirement for an *Apc* gain of function for tumorigenesis (Cheung et al., 2010).

To rigorously investigate the function of TCF4 in carcinogenesis, we generated mouse lines in which *Tcf4* protein expression is effectively abolished. Heterozygous mutation of *Tcf4* dramatically *increased* the number of colon tumors in the *Apc*^*Min*^ model that normally only develops small intestinal tumors, suggesting a role for *Tcf4* in tumor suppression, *not* tumor promotion (Angus-Hill et al., 2011). Importantly, colon tumors from these mice were similar to those that develop in humans. This indicated that *Tcf4* acts as a tumor suppressor rather than an oncogene. We also discovered that *Tcf4* plays a key role as an inducer of terminal differentiation of intestinal cells, and we postulated that this feature may account, at least in part, for the tumor-suppressive function of *Tcf4* (Angus-Hill et al., 2011). Further, loss of *Tcf4* in *Tcf4*-expressing cells results in colon epithelial cell necrosis and crypt hyperplasia (Angus-Hill et al., 2011). However, using lineage analysis, we show here that these proliferative hyperplastic cells have never in fact undergone activation of the *Tcf4* promoter and that loss of *Tcf4* from cells that would normally express it must therefore promote hyperplasia in a non-cell-autonomous manner. To understand what is driving these *Tcf4*-lineage-negative (*Tcf4* Lin−) cells to undergo hyperplasia in response to loss of *Tcf4*, we have isolated and characterized them using *Tcf4*-lineage-specific mouse reporter lines. We found that the *Tcf4* Lin− cell population is comprised of both epithelial and immune cells, and that the epithelial (Epi) population can be further subdivided into a stem-cell population as well as absorptive and secretory precursors. Importantly, Epi *Tcf4* Lin− stem cells represent a very rare population of cells that appears to be distinct from, and independent of, other previously characterized intestinal stem-cell populations. Following mechanical colonic damage, Epi *Tcf4* Lin− cells are recruited to colonic lesions and proliferate to aid in crypt expansion into the wound. Using these *Tcf4*-lineage-specific reporter lines, we further show that heterozygous truncation but not deletion of *Apc*, in a *Tcf4*-haploinsufficient background, drives colon tumorigenesis in *Tcf4* Lin+ cells and that the *Tcf4* Lin− cell represents the cell of origin for tumors arising from *Apc* deletion. Thus, the nature of the *Apc* mutation dictates the colon-cell lineage from which it can promote tumorigenesis.

## Results:

### *In vivo* characterization of *Tcf4* Lin− cells suggests the presence of a stem cell population that gives rise to epithelial descendants

To define the lineage of cells expressing *Tcf4* in the colon, we crossed each of two transgenic lines in which the *Tcf4* promoter drives expression of the *Cre* recombinase gene, *Tcf4*^*CreNeo*^ and *Tcf4*^*Cre*^, to the *Rosa*^*mTmG*^ mouse, a Cre-driven reporter line that expresses the membrane-targeted Tomato protein (mT) in the absence of Cre, and membrane-targeted green fluorescent protein (mG) after *Cre*-mediated excision (Muzumdar et al., 2007). Cells in which the *Tcf4* promoter has never been activated fluoresce red at membranes (mTOM+) and are referred to as *Tcf4* lineage-negative (*Tcf4* Lin−). Once the *Tcf4* promoter becomes activated, the cell permanently fluoresces green at membranes (mGFP+) and is referred to as *Tcf4* lineage-positive (*Tcf4* Lin+). Both *Tcf4*-Cre driver alleles represent knock-in, knock-out alleles, so each reporter line is heterozygous for *Tcf4* (Angus-Hill et al., 2011). The *Tcf4*^*Cre*^ allele drives *Cre* expression in response to normal activation of the *Tcf4* promoter. The inclusion of the Neo cassette in the *Tcf4*^*CreNeo*^ line leads to reduced expression from the *Tcf4* locus (Frank et al., 2002), and as a result fewer cells (<1% of the total Tcf4-expressing cells) express *Cre* and become mGFP+ (Angus-Hill et al., 2011). In combination with *Rosa*^*mTmG*^, *Tcf4*^*CreNeo*^ permanently labeled a subset of *Tcf4*-expressing cells within the colon, including a small number of crypts, and epithelial cells located at the inter-cryptal region in the surface epithelium (Angus-Hill et al., 2011). Previously, we found that homozygous loss of *Tcf4* (generated with two alleles of *Tcf4*^*CreNeo*^ and referred to as *Tcf4*^*NeoNull*^) caused aberrant proliferation of *Tcf4* Lin+ epithelial cells in the colon crypts of adult animals (Angus-Hill et al., 2011). It appeared that *Tcf4* is normally required to restrict the proliferation of *Tcf4* Lin+ cells in a cell-autonomous, Wnt-dependent manner. However, these hyperproliferative *Tcf4* Lin+ crypts from *Tcf4*^*NeoNull*^ mice, also contained *Tcf4* Lin− cells (Fig. 1B). Labeling with the thymidine analog 5-ethynyl-2´-deoxyuridine (EdU), showed a direct correlation between EdU+ cells and the *Tcf4* Lin− (mTOM+) population (Fig. 1B, yellow arrows). This suggested that loss of *Tcf4* caused hyperplasia of *Tcf4* Lin− cells through a non-cell-autonomous, initially Wnt-independent mechanism. Interestingly, a subset of *Tcf4* Lin− cells were found to be mTOM+, EdU− and mGFP+, suggesting that these cells were transitioning from *Tcf4* Lin− to *Tcf4* Lin+ cells (Fig. 1B, turquoise arrows). These results suggested the possibility of a *Tcf4* Lin− stem-cell population.

While heterozygous loss of Tcf4 results in no visible phenotype, heterozygous animals exhibit raised neutrophil levels and when combined with Apc mutation develop colon tumors, suggesting defects in epithelial barrier function (Fig. S1; Bice et al., 2017). To further analyze the *Tcf4* Lin− and *Tcf4* Lin+ populations in *Tcf4* heterozygous colon crypts, we utilized the *Tcf4*^*Cre*^ *Rosa*^*mTmG*^ line, where *Tcf4* Lin+ cells are found throughout the colon crypt and surface epithelium (Angus-Hill et al., 2011). Colon crypts were isolated using a procedure that reduces contamination from the underlying stromal cells, which are *Tcf4* Lin− (Fig. 1Ca-c, (Nik and Carlsson, 2013), Materials and Methods). Interestingly, *Tcf4* Lin− cells resided at the location commonly occupied by stem cells at the base of the crypt (Fig. 1Cd-e, yellow arrows) and also at locations further up the crypt (Fig. 1Cf-g, yellow arrows).

To further define the *Tcf4* Lin− cell population within the crypt, we dissociated pressure-isolated crypts to obtain a single epithelial-cell suspension (Nik and Carlsson, 2013). Fluorescence-activated cell sorting (FACS) analysis of single cells revealed that 74% of cells were *Tcf4* Lin+ and 18% were *Tcf4* Lin− (Fig. 1Da). The *Tcf4* Lin− population was comprised of two populations of small cells (Fig. 1Db). In contrast, the *Tcf4* Lin+ population was quite heterogeneous (Fig. 1Dd), as expected from a population comprised of stem cells, transit-amplifying (TA) cells, and secretory and absorptive cells. Interestingly, the analysis revealed a third small population of mTOM+/mGFP+ (“MIX”) cells (Fig. 1Da,c). While the transcription of *mTOM* and *mGFP* genes is mutually exclusive in the *Rosa*^*mTmG*^ reporter mouse, mTOM protein expression lasts for up to 9 days following *Tcf4*-driven CRE expression and subsequent recombination (Muzumdar et al., 2007). Thus, the MIX population represents “newly minted” *Tcf4* Lin+ cells. We further analyzed the fluorescence-sorted cells by confocal microscopy (Fig. 1E) and found that the *Tcf4* Lin− cells have a high nuclear-to-cytoplasmic ratio with no visible internal complexity (Fig. 1Ea; Fig. S2), a phenotype consistent with an intestinal stem cell (Cheng and Leblond, 1974). By contrast, the MIX and *Tcf4* Lin+ populations were quite heterogeneous (Fig. 1Eb-c) since they were highly enriched for goblet, tuft, microfold, and enteroendocrine cells (EEC), as assessed by morphological analysis (Fig. 1Eb,d-e). This demonstrates that the *Tcf4* Lin− population gives rise to all differentiated epithelial cell types, including rare goblet, tuft and microfold cells, and that differentiation into these diverse cell lineages correlates with activation of the *Tcf4* gene.

To analyze the proportion of cycling cells among the three populations, animals were injected with EdU and sacrificed 2 hours following injection. Colon cells were isolated, and cells with EdU incorporation were labeled (Fig. S2A). We found that 2.2% of the *Tcf4* Lin− cells were EdU positive (Fig. S2Ab,f) while the MIX cells and *Tcf4* Lin+ cells had a much higher percentage of cycling cells (20.9% and 20.4%, respectively, Fig. S2Ac,g,d,h). In addition, the non-cycling *Tcf4* Lin− cells (Fig. S2Ba) were slightly smaller than the cycling *Tcf4* Lin− cells (Fig. S2Bb-c). These results indicate that a subset of *Tcf4* Lin− and MIX cells are cycling, a requirement linked to intestinal stem and transit amplifying cells (reviewed in (Stange and Clevers, 2013)).

Our findings suggest that *Tcf4* Lin− cells represent a rare stem-cell/progenitor population in which the commitment to differentiation into multiple cell lineages is initiated by expression of *Tcf4* (Fig. 1F; Angus-Hill et al., 2011). To test this model, we co-stained *Tcf4* Lin− cells within the crypts with antibodies to detect defined epithelial differentiation markers (Fig. 1G). Doublecortin-like kinase 1 (DCLK1) is a tuft cell marker that has also been linked, controversially, to reserve stem-like states (May et al., 2009) and is located at the base of the crypt. Interestingly, *Tcf4* Lin− cells are both DCLK1− (Fig. 1Ha-b, yellow arrows) and DCLK1+ (Fig. 1Hb, green arrows) suggesting that *Dclk1* may be turned on following division of *Tcf4* Lin− cells. Importantly, a population of *Tcf4* Lin+ DCLK1+ cells is also commonly found in crypts (Fig. 1Ha, red arrows). These are likely derived from the Wnt-dependent, LGR5+ CBC cells, since DCLK1+ cells have been shown to co-express LGR5 (Westphalen et al., 2014).

SRY-box 9 (SOX9) is expressed in stem cells and at varying levels in goblet, paneth, EEC and tuft cells (Formeister et al., 2009; Gerbe et al., 2011; Ramalingam et al., 2012; Van Landeghem et al., 2012). While nuclear localization of SOX9 is commonly found in differentiating cells, overexpression or cytoplasmic sequestration of SOX9 can result in reversal of growth arrest in breast cancer cells (Chakravarty et al., 2011). The role of cytoplasmic sequestration of Sox9 in cell growth of colonic or small intestinal cells is currently unknown. Colon crypts isolated from *Tcf4*^*Cre*^ *Rosa*^*mTmG*^ animals possess multiple SOX9+ cells throughout the crypt (Fig. 1Hc). Some *Tcf4* Lin− cells are SOX9− (Fig. 1Hc, yellow arrow) and some express cytoplasmic SOX9 (Fig. 1Hc, green arrow). Additionally, cytoplasmic SOX9 is often found in *Tcf4 Lin*+ cells located at either the very base of the crypt or in cells closer to the lumen (Fig. 1Hc, red arrows), demonstrating similar SOX9 localization and expression levels in the LGR5+ CBC and in *Tcf4* Lin− cells (Fig. 1Hc, compare red arrows to green arrow). However, nuclear localization of SOX9 is restricted to *Tcf4* Lin+ cells at the crypt base (Fig. 1Hc, red arrows). The combination of *Tcf4* lineage analysis and cytoplasmic localization of SOX9 effectively marks CBC and *Tcf4* Lin− stem cells while nuclear SOX9 marks more differentiated cells.

Delta-like canonical Notch ligand 1 (DLL1) is expressed in the committed, short-lived, TA secretory progenitor population (Fig. 1G) and is able to drive the conversion committed cells to a progenitor population following intestinal damage (van Es et al., 2012). DLL1+ staining was found in crypts among the *Tcf4* Lin+ but not the *Tcf4* Lin− population (Fig. 1Hd). Interestingly, *Tcf4* Lin+ DLL1+ cells were found near *Tcf4* Lin− DLL− cells, raising the possibility that *Tcf4* Lin+ DLL1+ cells arise from the *Tcf4* Lin− population (Fig. 1Hd).

Hes family bHLH transcription factor 1 (HES1) is a downstream target of Notch signaling that is important for both driving absorptive-cell-fate determination (Fig. 1G) and preventing the secretory fate through transcriptional repression (Jensen et al., 2000, Yang, 2001). We found multiple *Tcf4* Lin− and *Tcf4* Lin+ cells throughout the crypt that are HES1+ (Fig. 1He; Fig. S3) validating that HES1 is expressed in *Tcf4* Lin+ cells likely derived from the CBC and in *Tcf4* Lin− cells where it may similarly have a role in cell fate decisions.

Indian hedgehog (IHH) is important for small intestinal stem-cell renewal (Kosinski et al., 2010) and possibly for the differentiation of epithelial cells (van den Brink et al., 2004, Fig. 1G). We therefore examined whole crypts to define whether IHH was expressed in *Tcf4* Lin− cells. We found *Tcf4* Lin− cells that are both IHH+ (Fig. 1Hf, green arrow) and IHH− (Fig. 1Hf, yellow arrow). Additionally, there are multiple *Tcf4* Lin+ cells that are IHH+ (Fig. 1Hf, red arrows). These results suggest a possible role for IHH in *Tcf4* Lin− cell renewal and differentiation.

Taken together, our lineage analysis combined with immunostaining results demonstrates that several known markers of stem cell maintenance and cell fate commitment are expressed in the Tcf4 Lin− cell population. This suggests that this population is a distinct non-CBC stem/progenitor population.

### The *Tcf4* Lin− population is comprised of both stem-cell-like epithelial progenitors and immune-cell populations

Many intestinal stem-cell markers have been defined, including *Lgr5* and *Lrig1* (Barker et al., 2007; Powell et al., 2012; Wong et al., 2012), so we questioned whether they are expressed in *Tcf4* Lin− cells. 

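Drop-seq captures single cells in droplets with beads whose primers carry a cell barcode and a unique molecular identifier (UMI), so that each UMI counts 1 captured transcript. The labels describe 2 pools of sorted colon crypt cells, of samples 1 to 3 and of samples 4 to 6, from Tcf4Cre RosamTmG mice between 4 and 10 months of age. The authors processed the libraries with the Drop-seq pipeline, and the submitters' processing notes name STAR 2.5.0, Picard and the builds hg19 and mm10. The deposited values are whole UMI counts per gene symbol and cell barcode, without normalization, and both pools are in 1 matrix. Each barcode ends in X1 or X2, and neither the labels nor the paper's text says which pool or which sort either suffix stands for. All cells were therefore treated as 1 sample without replicates, and intervals cover counting error only.
The matrix holds 1117 barcodes with 1023641 UMIs. Table S2 assigns 516 of them to clusters, 454 of set X1 and 62 of set X2. The assigned cells held 851904 UMIs, between 504 and 23205 per cell with a median of 1126, and a median of 670.5 genes. The other 601 barcodes had a median of 212 UMIs, and mitochondrial genes took 36.8% of their UMIs, against 3.83% in the assigned cells.
Levels are UMIs summed over the cells of a cluster per 1000000 of their summed UMIs (CPM), with exact Poisson 95% intervals. A fold compares a cluster with all other cells of the same clustering, with an exact interval that treats UMIs as independent. Cells that hold at least 1 UMI of a gene are given as shares with exact Clopper-Pearson 95% intervals. Where no cell held a UMI, the limit is 3 cells of the total, which limits cells with a UMI and not cells that express the gene. As a level for stray RNA, shares in the 362 IELs outside the epithelial subclusters are given, whose median was 1038 UMIs, against 1606.5 UMIs in the epithelial subclusters. This use holds only for genes that IELs do not express themselves, which was not tested gene by gene. The matrix lists the paper's Tcf4 as Tcf7l2 and its Tcf3 as Tcf7l1, and its symbol Tcf4 stands for another gene.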

We isolated single crypt cells from *Tcf4*^*Cre*^ *Rosa*^*mTmG*^ animals and used the Drop-seq method (Macosko et al., 2015) for transcriptional profiling of individual FACS-sorted cells from the *Tcf4* Lin− and the MIX population. 

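In Table S2, 190 cells are natural intraepithelial lymphocytes (nIELs), 186 are induced intraepithelial lymphocytes (iIELs), 93 are epithelial Pigr+ cells and 47 are B cells. Their median depths were 1145.5, 965.5, 1645 and 1503 UMIs. A re-clustering of the same cells with log-normalised counts, 1000 variable genes, 5 principal components and k-means for 4 clusters had an adjusted Rand index of 0.433 with Table S2, where 1 stands for the same grouping and 0 for chance. It joined 188 nIELs and 174 iIELs in a cluster of 363 cells, divided the epithelial cells into groups of 56 and 36, and kept all 47 B cells together. Leiden clustering, which moved this index most among the alternatives fixed before the data were examined, gave 0.458, with 394 cells in matching clusters. With genes scaled to unit variance, an alternative added later, Leiden clustering gave 0.357. Some barcodes differ from another of the same set at 1 base only. With these joined, the 516 barcodes became 492 cells.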

The cells clustered into 4 distinct populations that are commonly found in the gut based on expression of known markers (Fig. 2A-B; Tab. S1; Tab. S2). The majority (82%) of *Tcf4* Lin− cells were characterized by the presence of immune-cell markers and clustered into one small distinctive group mainly expressing known B cell markers (Fig. 2A-B; Fig. S4A-D) and two larger closely related groups with T-cell characteristics (Fig. 2A-B; Fig. S5). These T-cell clusters were highly similar to intraepithelial lymphocytes (IELs) that are found interspersed between epithelial cells and constitute the front line of defense against pathogens while also maintaining tolerance toward commensal bacteria (Kunisawa et al., 2007). They were identified as natural IELs (nIELs) and induced IELs (iIELs) (Fig. 2A-B; Fig. S4A-D; Fig. S5; Cheroutre et al., 2011; Sheridan and Lefrancois, 2010; Smith et al., 2013). 

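The nIEL, iIEL and B cell clusters together held 423 cells, or 82.0% of all assigned cells (95% interval 78.4% to 85.2%). B cells were 9.11% of the assigned cells (6.77% to 11.9%), and the nIEL and iIEL clusters together were 72.9% (68.8% to 76.7%). Of the B cell markers, Cd74 had a UMI in every B cell and was 167-fold higher (127 to 222) than in the other cells, and 541-fold in barcode set X2 alone. Cd79b had a UMI in 46.8% of the B cells and was 75.8-fold higher (32.2 to 217), and Ms4a1 had one in 55.3% and was 435-fold higher (117 to 3645). Cd79a, with 19 UMIs in the B cell cluster and none elsewhere, was at least 64.0-fold higher. Of the T-cell genes, Cd3g had a UMI in 71.6% of nIELs, 67.2% of iIELs and 17.0% of the B cell cluster, and in no epithelial cell, which allows a share of up to 3.23%. Cd3e had a UMI in 61.6% of nIELs, 57.5% of iIELs and 19.1% of the B cell cluster.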

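Natural and induced IELs are lymphocytes within the epithelium that differ in their development. Among the nIEL genes of Fig. S5, Cd7 had a UMI in 87.4% of nIELs and was 5.86-fold higher (5.14 to 6.70) than in all other assigned cells. Fcer1g was 7.05-fold higher (5.38 to 9.32), and Klrd1 had a UMI in 67.4% of nIELs. Among the iIEL genes, Cd8b1 had a UMI in 45.7% of iIELs against 3.68% of nIELs, and was 9.51-fold higher (6.50 to 14.3) in iIELs than in all other cells. Within barcode set X2 alone, the setting that lowered the Cd8b1 fold most, it was 2.86. Cd8a had a UMI in 54.3% of iIELs and in 31.1% of nIELs, and Gzmb was 5.74-fold higher (4.72 to 7.01) in iIELs, and 8.99-fold in set X2. Chosen by the size of their fold among genes with at least 20 UMIs in the cluster and a higher level there in both barcode sets, Klrb1a led the nIELs at 70.3-fold and Gzmk the iIELs at 14.8-fold. With at least 50 UMIs, 1 of the 5 leading nIEL genes and 3 of the 5 leading iIEL genes remained. Of the iIELs, 11 cells are also listed among the epithelial subclusters of Table S2, and so are 3 nIELs.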

We excluded the possibility of lymphocyte contamination from the stroma since the isolation method specifically selected for the epithelial layer of the large intestine (Nik and Carlsson, 2013). The remaining *Tcf4* Lin− cells (18%) constituted the fourth cluster and were epithelial in origin due to expression of the epithelial markers *Epcam*, *Krt8* and *Krt19* (Fig. 2A, Fig. S4G-H). 

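The epithelial cluster held 93 of the 516 assigned cells, or 18.0% (14.8% to 21.6%). In barcode set X2 alone this share was 38.7%, which was the largest move among the alternatives, and in set X1 it was 15.2%. With the 14 cells that the subcluster table lists as epithelial and the table of all cells lists as IELs, it was 20.7% (17.3% to 24.5%). Epcam lies on chromosome 17 of GRCm38 (mm10) from 87635979 to 87651129. It had 454 UMIs in the epithelial cluster, or 1828 CPM, with a UMI in 82.8% of its cells (73.6% to 89.8%) against 4.42% of IELs. Its level was 4.56-fold higher (3.89 to 5.35) than in the other cells. The fold rose to 51.5 with the clusters of the re-clustering, which moved it most. In Table S2, the iIEL cluster includes deep cells of the epithelial subclusters, and Epcam was at 792 CPM there. Krt8 had a UMI in 73.1% of the epithelial cluster and 0.552% of IELs, and Krt19 in 67 of its 93 cells and 0.276% of IELs. Their levels were 5.23-fold (4.32 to 6.37) and 5.53-fold (4.57 to 6.71) higher than in the other cells, and 237-fold and 742-fold with the clusters of the re-clustering. In set X2 alone the folds were lower, at 2.19 for Epcam, 2.05 for Krt8 and 3.15 for Krt19. From these epithelial markers, the paper reasons that the cells of this cluster are epithelial in origin.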

Because these cells are epithelial, they will from here be designated as “Epi *Tcf4* Lin−“ cells to differentiate them from the immune “IEL *Tcf4* Lin−“ cells. Heat maps further delineated the expression profile differences between the *Tcf4* Lin− populations (Fig. 2B), and additional markers that were unique to the epithelial cluster included the epithelial marker polymeric immunoglobulin receptor gene (*Pigr*), and the oncogene induced transcript 1 gene (*Oit1*) (Fig. 2A-B; Fig. S4E-F). However, further examination by Principal Component Analysis (PCA) revealed heterogeneity within the Epi *Tcf4* Lin− population (Fig. S6A-B), so we analyzed them separately using Seurat (http://satijalab.org/seurat/) and identified three unique Epi *Tcf4* Lin− subclusters (Fig. 2C-D; Tab. S2). 

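Pigr lies on chromosome 1 of GRCm38 from 130826684 to 130852249. The epithelial cluster held 3807 Pigr UMIs, and 98.9% of its cells had at least 1 (94.2% to 100%), against 1.93% of IELs. No B cell held one, which allows a share of up to 6.38%. The Pigr level was 6.44-fold higher (6.06 to 6.84) than in the other assigned cells. The iIEL cluster held 1409 Pigr UMIs, and with the clusters of the re-clustering the fold was 1082. Oit1 had a UMI in 84.9% of the epithelial cluster (76.0% to 91.5%) and in 0.552% of IELs, at a level 5.98-fold higher (5.12 to 7.01), and 569-fold with the re-clustering. In barcode set X2 alone the folds were 2.33 for Pigr and 1.88 for Oit1, and in set X1 8.24 and 8.14. By the size of the fold among genes higher there in both barcode sets, Ang4 (480-fold) and Reg4 (99.2-fold) led the epithelial cluster, and 3 of its 5 leading genes remained with a minimum of 10 UMIs in place of 20.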

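The subcluster table lists 32 stem cells, 32 secretory precursors and 42 absorptive precursors. Their median depths were 995.5, 1820.5 and 1939.5 UMIs, and their summed UMIs were 69046, 128664 and 151780. Stem cells came in similar numbers from the barcode sets, 17 from X1 and 15 from X2. The precursors were mostly of set X1, with 28 of the secretory and 34 of the absorptive cells. A re-clustering into 3 groups by k-means on log-normalised counts put 95 cells, or 89.6%, in the matching subcluster, with an adjusted Rand index of 0.716. The index depends on scaling. With each gene scaled to unit variance, a version that was run before the unscaled one, it was 0.0047, which was the largest move. That version put 104 cells in 1 group and a single stem cell in each of the others, and with cells thinned to 800 UMIs its index was 0.646, against 0.578 without scaling. The unscaled version is given as the main one because the plan fixed before the data were examined names no scaling. Of the subcluster cells, 4 that carry an IEL label in the table of all cells were deeper than every other epithelial cell, with 19945 to 23205 UMIs, and together held 24.9% of the subclusters' UMIs. The deepest of them held 33.6% of the UMIs of the stem cell subcluster.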

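Sox4 lies on chromosome 13 of GRCm38 from 28948919 to 28953713. Stem cells held 56 Sox4 UMIs, or 811 CPM (613 to 1053), secretory precursors held 9, or 69.9 CPM, and absorptive precursors held 11, or 72.5 CPM. At least 1 Sox4 UMI was in 59.4% of stem cells, 9.38% of secretory precursors, 11.9% of absorptive precursors and 3.31% of IELs. The Sox4 level in stem cells was 11.4-fold higher (6.72 to 20.0) than in the other epithelial cells. It was 16.6-fold higher in barcode set X1, 12.7-fold in set X2 and 10.9-fold without the cell with the most Sox4 UMIs. The largest change came from the mean of each cell's own CPM, with an 18.6-fold difference.
Anp32b was 4.64-fold higher in stem cells (3.47 to 6.20), with a UMI in 87.5% of them and in 36.5% of IELs. Nop56 was 5.11-fold (3.11 to 8.47) and Nop58 2.30-fold (1.57 to 3.33) higher. The Nop58 fold was 1.38 in set X2 alone and 4.21 with the mean of each cell's own CPM. Xist, on chromosome X from 103460366 to 103483254, was 6.55-fold higher (4.44 to 9.78). Its fold was 6.47 in set X1 and 2.68 in set X2. Xist is transcribed from the inactive X chromosome of female cells, and the sex of the mice behind each pool is not given in the labels. Chosen by the size of their fold among genes higher there in both sets, Lig1 (21.3-fold, 7.19 to 85.4), Sox4 and Xist led the stem cell subcluster, and 1 of its 5 leading genes remained with a minimum of 10 UMIs.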

The first subcluster was designated “stem cells” due to expression of genes commonly associated with stem cells, proliferation, and development, including *Sox4*, *Anp32b*, *Xist*, *Nop56*, *Nop58* (Fig. 2C-D; Tab. S3). 

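Muc2 encodes the main secreted mucin of goblet cells and lies on chromosome 7 of GRCm38 from 141690340 to 141754693. The second subcluster held 1557 Muc2 UMIs, with at least 1 in 93.8% of its cells. Stem cells held 236 Muc2 UMIs, of which 213 were in 1 cell, and absorptive precursors held 103. The Muc2 level in secretory precursors was 7.88-fold higher (7.00 to 8.89) than in the other epithelial cells, and the largest move was to 33.1 in barcode set X1, against 2.83 in set X2. Reg4 was 12.2-fold higher (10.1 to 15.0), Spink4 10.9-fold (9.78 to 12.1) and Clca1 6.17-fold (5.57 to 6.85). These folds differed between the barcode sets. In set X1 they were 8.79 for Reg4, 28.7 for Spink4 and 44.7 for Clca1, and in set X2 63.7, 6.38 and 1.45. Agr2 was 5.28-fold higher (4.74 to 5.89), and 291 of its 313 UMIs in stem cells were in 1 cell. The Agr2 fold was 12.4 in set X1 and 2.32 in set X2. Fcgbp was 3.88-fold higher (3.38 to 4.46) in all cells together and 6.74-fold in set X1, but 0.931 times the level of the other cells in set X2, which holds 4 secretory precursors. By the size of the fold among genes higher there in both sets, which leaves out Ang4, Clps (83.5-fold, 28.0 to 410), Ccl6 (18.3-fold) and Hepacam2 (15.4-fold) led the subcluster. None of its 5 leading genes was among the 5 of set X1 alone, which needed no higher level in set X2 and were led by Ang4 (239-fold).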

The second subcluster was designated “secretory precursors” due to the expression of secretory lineage markers including *Muc2*, *Spink4*, *Reg4*, *Clca1*, *Fcgbp*, *Agr2*, and *Ang4* (Fig. 2C-D). The third subcluster was designated “absorptive precursors” due to expression of several enterocyte markers including *Gsdmc4*, *Lgals3*, *Aqp4*, *Krt8*, *Krt19*, *Muc3*, and *Car2* (Fig. 2C-D; Tab. S3). Indeed, several absorptive lineage markers were highly expressed in this third population (e.g. fatty acid binding protein 2, *Fabp2*) (Gajda and Storch, 2015) while commonly used markers of differentiated colonocyte/absorptive markers were either not expressed (plasma alkaline phosphatase 1, *Alp1*, data not shown) or only expressed in a few cells (*Ihh*, Fig. 2E). 

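Lgals3 encodes galectin-3 and lies on chromosome 14 of GRCm38 from 47367751 to 47386160. Absorptive precursors held 180 Lgals3 UMIs, stem cells 11 and secretory precursors 30. At least 1 Lgals3 UMI was in 78.6% of absorptive precursors, 18.8% of stem cells, 15.6% of secretory precursors and 9.39% of IELs. The level was 5.72-fold higher (4.05 to 8.24) than in the other epithelial cells, and 11.9-fold higher in barcode set X2, the setting that moved it most. Aqp4 was 8.60-fold higher (4.97 to 15.9) and Gsdmc4 6.32-fold (4.62 to 8.82), with a UMI in 81.0% of absorptive precursors. Car2 was 3.45-fold higher (2.74 to 4.37; 2.28-fold in set X2), Krt19 2.72-fold (2.26 to 3.30) and Krt8 2.66-fold (2.20 to 3.23). Muc3 was 4.45-fold higher (3.23 to 6.23) in all cells together, 12.0-fold in set X1 and 0.787 times the level of the other cells in set X2. Hao2 (20.8-fold, 9.79 to 53.0) and Gsdmc3 (14.1-fold) led the subcluster by the size of their fold among genes higher there in both sets, and 2 of its 5 leading genes remained with a minimum of 10 UMIs.

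**Figure D1:**
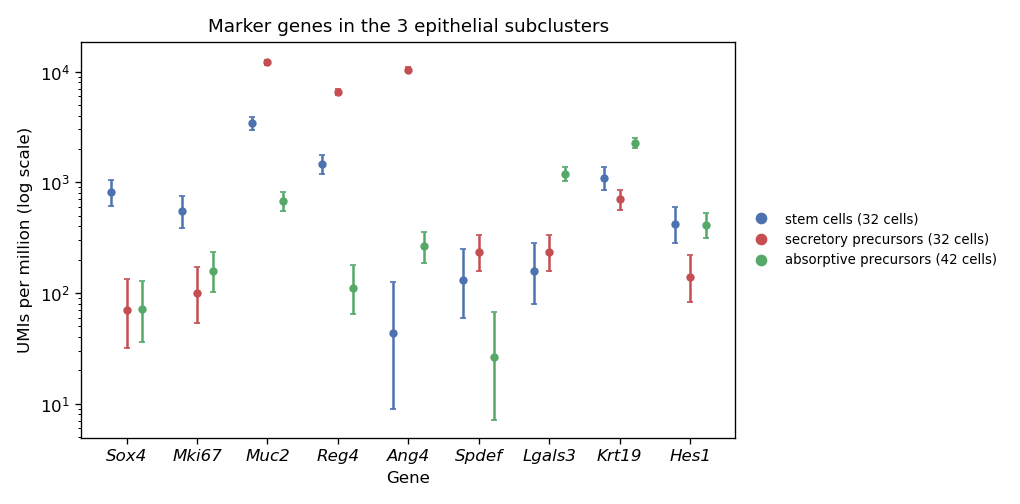
Summed UMIs per 1000000 UMIs (CPM, log axis) of 9 marker genes in stem cells, secretory precursors and absorptive precursors. Points are the level of all cells of a subcluster, and bars are exact Poisson 95% intervals that cover counting error only. Sox4 is highest in stem cells (811 CPM), Ang4 in secretory precursors and Lgals3 in absorptive precursors.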

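Fabp2 had 98 UMIs in absorptive precursors, 33 in secretory precursors and 15 in stem cells. Its level in absorptive precursors was 2.66-fold higher (1.86 to 3.84) than in the other epithelial cells, and 5.15-fold in barcode set X2 alone. Of the cells, 57.1% of absorptive precursors, 37.5% of secretory precursors and 31.2% of stem cells held a Fabp2 UMI. Ihh had 6 UMIs in 4 absorptive precursors, 10 in 6 secretory precursors and 3 in 2 stem cells. The alkaline phosphatase gene was not analysed here. Among other genes of mature colonocytes, Slc26a3 had a UMI in 23.8% of absorptive precursors and Aqp8 in no cell of the 3 subclusters.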

To further analyze these Epi *Tcf4* Lin− subclusters for evidence of lineage commitment to the absorptive or secretory pathways, we examined the expression of *Atoh1*, which marks cells that are committed to the secretory lineage, and *Hes1*, which marks cells that are committed to the absorptive lineage (Toth et al., 2017). Interestingly, we found that *Atoh1* is highly expressed in both the “stem cell” and “secretory precursor” subclusters while *Hes1* is highly expressed in both the “stem cell” and “absorptive precursor” subclusters (Fig. 2F). This indicates that cell-fate decisions likely take place within the Epi *Tcf4* Lin− “stem-cell” subcluster and suggests that the “secretory precursor” and “absorptive precursor” cells are derived from this “stem cell” population.

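Atoh1 (chromosome 6 of GRCm38, 64729125 to 64731245) had 13 UMIs in 5 stem cells, 31 in 11 secretory precursors and 6 in 4 absorptive precursors. These make 188 CPM in stem cells, of which 9 UMIs were in 1 cell, 241 CPM in secretory precursors and 39.5 CPM in absorptive precursors. Its level in secretory precursors was 2.80-fold higher (1.53 to 5.25) than in the other epithelial cells. Hes1 (chromosome 16, 30064384 to 30067796) had 29 UMIs in 12 stem cells, 18 in 8 secretory precursors and 62 in 18 absorptive precursors. Its level was 420 CPM in stem cells, 140 CPM in secretory precursors and 408 CPM in absorptive precursors. The fold of Hes1 was 1.72 (1.16 to 2.57) for absorptive precursors, 1.47 (0.928 to 2.28) for stem cells and 0.339 for secretory precursors. In barcode set X2 alone, which holds 8 absorptive precursors, the first of these was 0.644. UMIs of both genes were in 10 cells of the 3 subclusters, where independent detection would give 7.17, and in 1 stem cell against 1.88. With cells thinned to 800 UMIs, the ratio to the number by chance was 0.785 over the subclusters and 0.168 in stem cells. From the expression of both genes in the stem cell subcluster, the paper proposes that cell-fate decisions take place there.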

Intestinal secretory progenitors are known to give rise to goblet, EEC and tuft cells (Fig. 1G; Barker, 2014), and the MIX cell population containing “newly-minted” *Tcf4* Lin+ cells showed evidence of all of these cell types (Fig. 1D). To determine whether the Epi *Tcf4* Lin− secretory precursor population contains cells that are committed to differentiation into these lineages, we further analyzed the expression of secretory-precursor, goblet, EEC and tuft-cell marker genes in the three subclusters. Indeed, we observed expression of two previously described markers of secretory precursors, *Ang4* and *Krt7* (Grun et al., 2015), uniquely in the “secretory precursor” population as well as the goblet-cell differentiation markers *Gfi1* and *Spdef* (Fig. 2I; Noah et al., 2011). 

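Ang4 had 1342 UMIs in secretory precursors, 3 in stem cells and 40 in absorptive precursors, of which 35 were in 1 cell. At least 1 Ang4 UMI was in 53.1% of secretory precursors, 6.25% of stem cells and 11.9% of absorptive precursors. The level in secretory precursors was 53.6-fold higher (39.5 to 74.4) than in the other epithelial cells. It was 239-fold higher in barcode set X1 and 0.177 times the others' level in set X2. Krt7 had 17 UMIs in 12 secretory precursors, 6 in 4 stem cells and 3 in 3 absorptive precursors, a 3.24-fold higher level in secretory precursors (1.37 to 8.25). Spdef had 30 UMIs in 16 secretory precursors, 9 in 4 stem cells and 4 in 3 absorptive precursors, a fold of 3.96 (2.00 to 8.27) that was 17.9 in set X1 and 1.40 in set X2. Gfi1 had 6 UMIs in secretory precursors, none in stem cells and 1 in absorptive precursors, a fold of 10.3 (1.25 to 474), and 3.31% of IELs held one.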

Importantly, the EEC marker *Reg4* was expressed by the majority of “secretory precursor” cells (Fig. 2E), but all other published markers of differentiated EECs were not expressed (*Neurog3, Gcg, Pyy, Cck, Sct;* Noah et al., 2011; Nagatake et al., 2014). 

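Reg4 lies on chromosome 3 of GRCm38 from 98222156 to 98236748. It had 842 UMIs in secretory precursors, in 75.0% of them, 101 in stem cells, in 37.5% of them, and 17 in absorptive precursors, in 11.9% of them. Neurog3 had no UMI in any cell of the subclusters, which allows a share of up to 9.375% of stem cells, 9.375% of secretory precursors and 7.14% of absorptive precursors. Chgb, another gene of enteroendocrine cells, had none either. Gcg, Pyy, Cck and Sct were not analysed here.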

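Of the 32 secretory precursors, 24 held a Reg4 UMI, at a median of 1687.5 UMIs in total. All 24 also held a UMI of Muc2, Fcgbp or Clca1 (lower 95% limit 85.8%), and 20 held UMIs of all 3. Muc2 was found in 24 of them, Fcgbp in 23 and Clca1 in 21. With at least 2 UMIs required of each gene, 23 cells counted as Reg4+, and all 23 held a goblet-cell marker. With every cell thinned to 800 UMIs, the share of Reg4+ secretory precursors with at least 1 of these markers was 99.4%. Of the 8 secretory precursors without Reg4, 6 held one of these markers. The subcluster was designated by these markers from the same counts, so that their presence in its cells is no test of a division among Reg4+ cells. Among the stem cells, 12 held a Reg4 UMI, and 5 of these held no UMI of Muc2, Fcgbp or Clca1. At the lower depth of stem cells, a missing UMI does not show that a gene is off.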

The *Reg4*+ cells could be further subdivided into those that either co-express, or do not co-express, the goblet-cell markers *Muc2*, *Fcgbp*, and *Clca1* (Fig. 2G-I), suggesting that *Reg4* marks a secretory precursor that eventually gives rise to either EEC or goblet-cell lineages. 

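Dclk1 had no UMI in the 32 stem cells, the 32 secretory precursors or the 42 absorptive precursors. This allows a share of cells with a UMI of up to 9.375% in the stem and secretory subclusters and 7.14% in the absorptive subcluster. Among the IELs, 0.276% held a Dclk1 UMI.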

Finally, *Dclk1* is a marker of tuft cells (Gagliardi et al., 2012) but is not expressed in any of the Epi *Tcf4* Lin− subclusters (Tab. S5). These findings suggest that the Epi *Tcf4* Lin− “secretory precursor” population contains cells that are committed to become goblet cells, but not yet EEC or tuft cells, and that commitment to the latter two lineages may be dependent on the expression of *Tcf4*.

We next questioned the extent to which the Epi *Tcf4* Lin− “stem cell” population differed from other known intestinal stem-cell populations, such as Wnt-dependent *Lgr5*+ CBCs (Barker et al., 2007), *Lrig1*+ stem/progenitor cells (Powell et al., 2012), Sox9^high^ stem cells (Van Landeghem et al., 2012) and Krt19+ stem cells (Asfaha et al., 2015). *Lgr5*+ CBCs are commonly defined by *Lgr5*, *Ascl2*, *Cd44*, *Msi1*, *Olfm4*, and *Sox9* expression (Munoz et al., 2012). 

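Sox9 had 33 UMIs in stem cells, 59 in secretory precursors and 34 in absorptive precursors, or 478, 459 and 224 CPM. A Sox9 UMI was in 40.6% of stem cells, 62.5% of secretory precursors and 35.7% of absorptive precursors. Lgr5 had 3 UMIs in 2 stem cells, 2 in 2 secretory precursors and 1 in 1 absorptive precursor, against a share of 1.38% among IELs. Cd44 had 5 UMIs in stem cells and 3 in each precursor subcluster, and 9.12% of IELs held one. Ascl2 had 1 UMI, in a stem cell. Msi1 and Olfm4 were not analysed here.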

We therefore analyzed the single-cell gene sets and found that moderate levels of *Sox9* are frequently expressed primarily in the “stem cell” and “secretory precursor” populations, *Lgr5* and *Cd44* are rarely and minimally expressed, and *Ascl2*, *Msi1*, and *Olfm4* are not expressed (Fig. 2J and data not shown). Additional markers of *Lgr5*+ CBC cells, including *Cdca7*, *Cdk6*, *Kcnq1* and *Smoc2*, were modestly expressed in the Epi *Tcf4* Lin− “stem cell” population, while expression levels of *Aqp4, Nav1*, and *Soat1* varied and were not restricted to these cells (Fig. 2J; (Munoz et al., 2012)). 

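Kcnq1 had 10 UMIs in stem cells, none in secretory precursors and 4 in absorptive precursors, a level 10.2-fold higher in stem cells (2.93 to 44.4) than in the other epithelial cells. Smoc2 had 4 UMIs in stem cells and 1 in each of the other subclusters, a fold of 8.12 (1.16 to 89.8). Cdca7 had 12, 2 and 11 UMIs in stem cells, secretory and absorptive precursors, a fold of 3.75 in stem cells (1.56 to 8.91) that was 16.3 in barcode set X1 and 0.413 in set X2. Cdk6 had 8, 3 and 7 UMIs, a fold of 3.25 (1.11 to 9.14). Aqp4 was highest in absorptive precursors, where 73.8% of cells held a UMI. Nav1 had 12 UMIs in secretory precursors and 1 in each of the other subclusters. Soat1 had no UMI in stem cells, 5 in secretory and 6 in absorptive precursors, and 7.18% of IELs held one.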

Notably, many markers specific for the Epi *Tcf4* Lin− “stem cell” population (Fig. 2C) have not been described as markers of *Lgr5*+ CBCs, so we examined expression of the quiescent-stem-cell markers *Bmi1*, *Tert*, *Hopx*, and *Lrig1* (reviewed in (Smith et al., 2016)). Of these markers, only *Lrig1* and *Hopx* were expressed, and only very rarely within the Epi *Tcf4* Lin− “stem cell” population (Fig. 2J). However, several characterized Lrig1+ cell markers, including *Ly6a*, *Cd38*, *Ccl5*, and others are expressed in subsets of Epi *Tcf4* Lin− cells. 

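Lrig1 had 9 UMIs in 21.9% of stem cells, 6 in 18.8% of secretory precursors and 6 in 14.3% of absorptive precursors, against 0.276% of IELs. Its level in stem cells was 3.05-fold higher (1.13 to 7.88) than in the other epithelial cells. Hopx had a UMI in 12.5% of stem cells, 21.9% of secretory precursors and 9.52% of absorptive precursors. Of the IELs, 14.1% held a Hopx UMI, so that the share in stem cells was not above the share in IELs. IELs may express Hopx themselves, so that this does not show the Hopx UMIs of stem cells to be stray RNA. Bmi1 had no UMI in stem cells, 2 in secretory precursors and 1 in absorptive precursors. Tert was not analysed here.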

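Ly6a had 6, 14 and 28 UMIs in stem cells, secretory precursors and absorptive precursors, in 12.5%, 25.0% and 28.6% of the cells. Of the IELs, 6.35% held one. Cd38 had 5, 14 and 27 UMIs, in 6.25%, 28.1% and 31.0% of the cells, against 6.91% of IELs. Ccl5 had 1, 10 and 11 UMIs, in 3.12%, 18.8% and 14.3% of the cells. Its share among IELs was 86.7%, and stray RNA of IELs as the origin of the Ccl5 UMIs could not be excluded.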

Sox9^high^ stem cells are enriched for quiescent stem-cell markers *Bmi1*, *Hopx*, *Dclk1*, and for (EEC) markers (Van Landeghem et al., 2012). 

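With every cell thinned to 800 UMIs, Sox9 was found in 32.0% of stem cells, 27.8% of secretory precursors and 12.1% of absorptive precursors. Of the IELs, 2.21% held a Sox9 UMI. Hopx had 7 UMIs in stem cells, 11 in secretory precursors and 5 in absorptive precursors, in 4, 7 and 4 cells.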

While some Epi *Tcf4* Lin− cells express low levels of *Sox9*, very few cells express *Hopx*. 

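Of the 42 absorptive precursors, 88.1% held at least 1 Krt19 UMI (74.4% to 96.0%), and 83.3% held at least 2. With every cell thinned to 800 UMIs, the setting that moved this share most, it was 74.0%. The Krt19 level in absorptive precursors was 2273 CPM.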

Interestingly, approximately 80% of “absorptive precursors” expressed *Krt19* at high levels. 

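Krt19 had a UMI in 62.5% of stem cells (43.7% to 78.9%) and in 50.0% of secretory precursors (31.9% to 68.1%). Its level was 1086 CPM in stem cells and 699 CPM in secretory precursors. At a depth of 800 UMIs in every cell, the shares were 50.7% and 29.0%.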

Sixty percent of the “stem cell” cluster and 40% of “secretory precursors” expressed lower levels of *Krt19*, perhaps only coincident with expression of *Krt19* in 3% of colon cells (Asfaha et al., 2015). These findings indicate that the Epi *Tcf4* Lin− “stem cell” population can be identified by a unique gene signature with limited overlap of expression of known intestinal-stem-cell markers.

### The *Tcf4* Lin− “stem cell” population gives rise to *Tcf4* Lin− “secretory precursor” and “absorptive precursor” cell lineages

To further analyze whether the Epi *Tcf4* Lin− “stem cell” population is likely to give rise to the associated “absorptive precursor” and “secretory precursor” populations, we performed differential expression and time-series analysis on single crypt cells using Monocle (http://cole-trapnell-lab.github.io/monocle-release/). This method allows for the analysis of cells progressing in pseudotime through the process of cell fate determination or differentiation. Subcluster-specific markers *Sox4* (“stem cell”), *Muc2* (“secretory precursors”) and *Lgals3* (“absorptive precursors”) that were identified in Fig. 2C were plotted and analyzed using Monocle, and the existence of the three distinctive cell states was consistent with Seurat analysis (Fig. 3A-D, Fig. S7). *Sox4*+ cells marking the “stem cell” population were identified at the earliest point in time before the branch point indicating that cell-fate decisions are made within this group to either follow the *Muc2*+ secretory differentiation pathway or the *Lgals3*+ absorptive differentiation pathway (Fig. 3A-D). 

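A diffusion pseudotime was computed in place of the Monocle run, whose scripts were not used here, with 1000 variable genes, 10 principal components and 15 neighbours. Its root was set at the central cell of the stem cell subcluster, so that the start of the order is an assumption and was not tested. On a scale from 0 to 1, the median was 0.154 in stem cells, 0.414 in absorptive precursors and 0.715 in secretory precursors. Cells with a Sox4 UMI had a median of 0.195, and 19 of these 27 cells were in the stem cell subcluster. The medians of cells with a Muc2 UMI and with a Lgals3 UMI were 0.631 and 0.476. The median of stem cells minus that of the other cells was -0.406. The choice of root moved this most, to 0.037 with a root in the secretory subcluster. From the place of Sox4+ cells before the branch point, the paper concludes that cell fates are decided within this group.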

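Tcf7l2 (the paper's Tcf4) lies on chromosome 19 of GRCm38 from 55741820 to 55933654, and Apc on chromosome 18 from 34220924 to 34322552. Of the 19 cells with a Tcf7l2 UMI, 2 were in the stem cell subcluster, and of the 17 cells with an Apc UMI, 3 were. A Tcf7l2 UMI was in 6.25% of stem cells (0.766% to 20.8%), 18.8% of secretory precursors and 26.2% of absorptive precursors (13.9% to 42.0%), against 0.276% of IELs. Thinned to 800 UMIs per cell, these shares were 3.30%, 5.76% and 8.06%. An Apc UMI was in 9.38% of stem cells, 21.9% of secretory precursors, 16.7% of absorptive precursors and 4.14% of IELs. In the diffusion pseudotime, 89.5% of Tcf7l2 cells and 88.2% of Apc cells lay past the upper quartile of stem cells, as did 72.6% of all cells. The median pseudotime of Tcf7l2 cells was above that of the other cells by 0.057, and that of Apc cells by 0.101. These differences changed sign to -0.056 and -0.088 with a root in the secretory subcluster, and to -0.004 and -0.008 with genes scaled to unit variance.

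**Figure D2:**
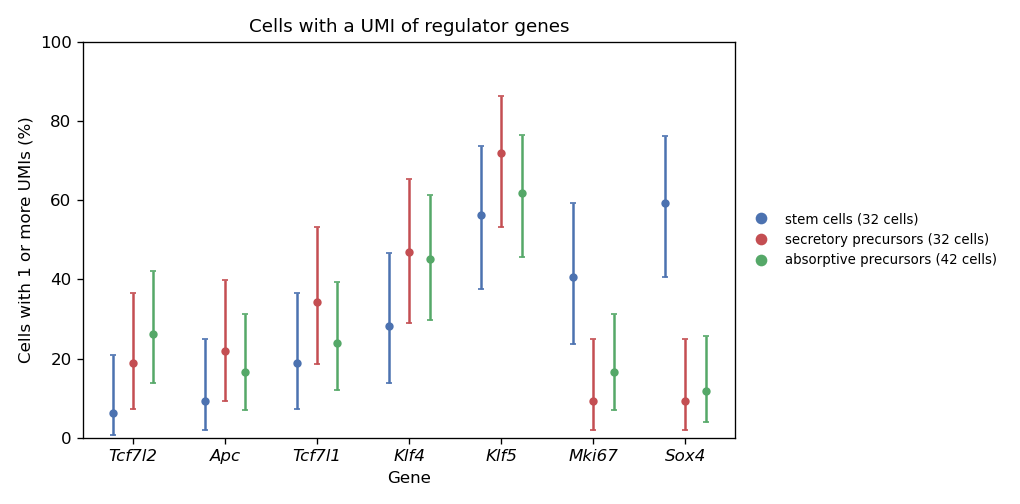
Share of cells (percent) with at least 1 UMI of 7 genes in stem cells, secretory precursors and absorptive precursors. Points are shares and bars are exact Clopper-Pearson 95% intervals that cover counting error only. Sox4 (59.4%) and Mki67 (40.6%) are most frequent in stem cells, and the intervals of Tcf7l2 and Apc overlap among the subclusters.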

Interestingly, cells with detectable *Tcf4* and *Apc* transcripts were first observed predominantly past the branch point, consistent with roles for both genes in cell commitment and differentiation (Andreu et al., 2005; Heuberger et al., 2014; Fig. 3E-F). These findings are consistent with a model whereby the *Sox4*+ *Pigr*+ *Tcf4* Lin− cells represent a stem-cell population that gives rise to “secretory precursor” and “absorptive precursor” Epi *Tcf4* Lin− cells.

The Krüppel-like factors (KLF) *Klf4* and *Klf5* are highly expressed in the gastrointestinal tract (McConnell and Yang, 2010). *Klf5*, a transcription factor involved in self-renewal of embryonic stem cells, is expressed in actively proliferating cells of the intestinal crypt, including both *Lgr5*+ CBCs and TA cells (Nandan et al., 2015). In contrast, *Klf4*, an inhibitor of cell cycle progression, is highly expressed in cells that are differentiating toward the secretory and absorptive cell lineages (McConnell and Yang, 2010). Since low levels of *Klf4* mark the proliferative compartment, its overall expression pattern is similar to *Tcf4* (Angus-Hill et al., 2011; Flandez et al., 2008; McConnell and Yang, 2010).

*Tcf4* (*Tcf7l2*) and *Klf4* showed similar expression patterns (Fig. 3E,G), marked by a later onset of gene expression as the cells progressed through pseudotime, while the expression pattern for *Tcf3* (*Tcf7l1*) resembled the pattern for *Klf5* (Fig. 3H,I), in that genes were expressed earlier on in pseudotime. Moreover, *Klf5*, but not *Klf4*, in Epi *Tcf4* Lin− cells overlap with the proliferative marker *Mki67* expression (Ki67, Fig. 3J,K). 

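Klf4 had a UMI in 9 stem cells, 15 secretory precursors and 19 absorptive precursors, with a median pseudotime of 0.525. The median was 0.440 for Tcf7l2 cells, 0.488 for cells with Tcf7l1 (the paper's Tcf3) and 0.425 for cells with Klf5. Past the upper quartile of stem cells lay 79.1% of Klf4 cells, 81.5% of Tcf7l1 cells and 73.1% of Klf5 cells. With every cell thinned to 800 UMIs, the median of Klf4 cells minus that of the other cells went from 0.187 to -0.002. Both Tcf7l2 and Klf4 were found in 9 cells, where independent detection would give 7.71. Both Tcf7l1 and Klf5 were found in 22 cells against 17.1. With at least 2 UMIs of each gene, this was 12 cells against 4.29, and among thinned cells 2.64 against 3.21.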

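Mki67 encodes the proliferation marker Ki67 and lies on chromosome 7 of GRCm38 from 135689784 to 135716361. Of the 23 cells of the subclusters with a Mki67 UMI, 19 also held a Klf5 UMI, where independent detection would give 14.5. This was 1.31 times the number by chance (0.969 to 1.50), an interval that includes 1, and 1.48 times with thinned cells. A Klf4 UMI was in 8 of the Mki67 cells, where 9.33 would be found by chance, a ratio of 0.857 (0.404 to 1.41). Within the stem cell subcluster, 6 cells held both Mki67 and Klf4, where 3.66 would be found by chance, a ratio of 1.64. Thinned to 800 UMIs, the cells of all subclusters gave a ratio of 0.549 for Klf4, and the 23 stem cells deep enough for this gave 1.02. Whether the ratios of Klf5 and Klf4 differ was not tested, and over all subclusters the intervals of both include 1.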

Expression of *Sox4*, *Mki67*, and *Klf5* marks the “stem cell” cluster. 

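Klf5 had 39 UMIs in stem cells, 71 in secretory precursors and 85 in absorptive precursors, or 565, 552 and 560 CPM. Its level in stem cells was 1.02 times that of the other epithelial cells (0.696 to 1.45). Mki67 had 38, 13 and 24 UMIs in these subclusters, a fold of 4.17 in stem cells (2.58 to 6.75). Both Mki67 and Sox4 were found in 10 cells, where 5.86 would be found by chance, and within the stem cell subcluster in 9 against 7.72. Klf5 and Sox4 were found together in 20 cells against 17.1 by chance.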

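Klf4 had 16 UMIs in stem cells, 44 in secretory precursors and 66 in absorptive precursors, or 232, 342 and 435 CPM. Its level in stem cells was 0.591 times that of the other epithelial cells, with an interval of 0.326 to 1.00 that just includes 1. This was 0.191 in barcode set X1 and 1.03 in set X2. Sox4 and Klf4 UMIs were found together in 10 cells, where independent detection would give 11.0. With at least 2 UMIs of each gene, 1 cell held both against 3.94 by chance. UMIs of Sox4 and Tcf7l2 were found together in 5 cells against 4.84 by chance.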

As *Sox4* expression is shut off, *Klf4* and *Tcf4* are turned on in both secretory and absorptive precursors and together act as markers of committed cells. The *Sox4*+ Epi *Tcf4* Lin− stem cell therefore appears to be poised to switch from proliferation to lineage commitment and differentiation.

### The epithelial *Tcf4* Lin− cell population gives rise to cells that are important for colon crypt barrier repair

Single-cell sequencing revealed that *Tcf4* Lin− cells represent a heterogeneous population of Epi *Tcf4* Lin− progenitors, IELs and B cells (Fig. 2A,B). We set out to remove non-epithelium-derived cells from the *Tcf4* Lin− population, in order to analyze the Epi *Tcf4* Lin− cells separately from the other IEL populations. The *Cd2*^*iCre*^ line is designed to drive conditional recombination of Cre recombinase (iCre; an optimized variant) in all T-cell and B-cell progenitors within the colon-crypt lymphocyte population (de Boer et al., 2003). To first analyze the *Cd2* Lin+ (IEL, mGFP+) population in the colon crypt, we combined the *Cd2*^*iCre*^ line with *Rosa*^*mTmG*^, and found Cd2+ mGFP+ cells in all crypt locations: at the base, +4 position, middle, and top (Fig. S8Aa-d). Importantly, the crypt isolation method (see Fig. 1C) leaves many lymphocytes within the stroma (Fig. S8Ae). We found that 68% of isolated *Cd2*^*iCre*^ *Rosa*^*mTmG*^ crypts contained *Cd2* Lin+ cells, with greater than 50% of these cells located in the mid- to upper-crypt region (Fig. S8Ba-b; Tab. S4). FACS analysis of single cells from isolated *Cd2*^*iCre*^ *Rosa*^*mTmG*^ crypts revealed that *Cd2* Lin+ mGFP+ cells comprised about 1% of total crypt cells (Fig. S8Ca), and over 50% of these cells were positive for the T-cell marker *CD8a* (Fig. S8Cb). These findings further support the conclusion that IELs represent one of the *Tcf4* Lin− cell populations in the colon crypts, and importantly, the *Cd2*^*iCre*^ *Rosa*^*mTmG*^ mouse line allows for the exclusion of these cells from subsequent analyses.

To characterize the epithelial *Tcf4* Lin− cells in isolation from the IEL *Tcf4* Lin− populations, we generated *Cd2*^*iCre*^ *Tcf4*^*Cre*^ *Rosa*^*mTmG*^ animals, where cre expression from *Cd2*^*iCre*^ and *Tcf4*^*Cre*^ loci drive cre-mediated excision of mTOM in either *Cd2* Lin+ and/or *Tcf4* Lin+ cells. Importantly, expression of mGFP in *Cd2* Lin+ *Tcf4* Lin− lymphocytes enables cell separation from mTOM expressing Epi *Tcf4* Lin− cells. Tcf4 Lin− cells of epithelial origin therefore remain mTOM+ due to the absence of *Cd2*^*iCre*^ expression in this epithelial cell type. Similar to the *Cd2* Lin+ population (Fig. S8Aa-d), Epi *Tcf4* Lin− cells were present at all locations within the crypt: the crypt base, +4 position, the middle, and the top (Fig. 4Aa-f). Interestingly, rare crypts contained a large number of Epi *Tcf4* Lin− cells, as well as MIX cells, and were often shortened and contained fewer cells (Fig. 4Aa and 4Ba), suggesting that Epi *Tcf4* Lin− cells may help to expand damaged crypts. Excluding these rare crypts, an average of 14% of isolated crypts contain an Epi *Tcf4* Lin^−^ cell with similar numbers found in the mid- to upper-crypt region and fewer at the +4 position and crypt base (Fig. 4Bb-c; Tab. S4).

Forty percent of the Epi *Tcf4* Lin− “stem cell” subcluster expressed Ki67 (*Mki67*, Fig. 2J), suggesting that many of these cells are proliferative (Schluter et al., 1993). 

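At least 1 Mki67 UMI was in 13 of 32 stem cells, or 40.6% (23.7% to 59.4%), in 9.38% of secretory precursors, 16.7% of absorptive precursors and 1.10% of IELs. With at least 2 UMIs required, the setting that moved the stem cell share most, it was 25.0%, and thinned to 800 UMIs per cell it was 36.2%. Top2a, another gene of dividing cells, was 4.35-fold higher in stem cells than in the other epithelial cells. The paper proposes from the share with Mki67 that many of the stem cells are proliferative.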

To determine whether the Epi *Tcf4* Lin− population is actively engaged in the cell cycle, *Cd2*^*iCre*^ *Tcf4*^*Cre*^ *Rosa*^*mTmG*^ mice were collected 2 hours following EdU injection, colonic crypts were isolated, and the single-cell population was analyzed by FACS. Calcein violet staining revealed that the majority of isolated cells from mTOM+, MIX, and mGFP+ populations were viable (Fig. 4Ca-d). The Epi *Tcf4* Lin− population comprised fewer than 2% of total colon-crypt cells, while the percentage of MIX cells was 1% (Fig. 4Ce). Next, EdU-labeled cells were analyzed by FACS. Nine percent of Epi *Tcf4* Lin− cells were found to be in S-Phase and 6% in G2/M phase (Fig. 4Cf), indicating a high level of proliferation of this population. MIX cells showed 14% in S-phase and 13% in G2/M (Fig. 4Cg), suggesting that this population may consist of progenitor cells similar to TA cells (Barker et al., 2008a). As expected, the mGFP population, a subset of which is comprised of rapidly dividing *Lgr5*+ CBC and TA cells, is also proliferative (Fig. 4Ch,f; (Barker et al., 2008a)). Many of the proliferative Epi *Tcf4* Lin− and EdU+ MIX were round and 8-10 μm in size and had a high nuclear to cytoplasmic ratio (Fig. 4D-E), a morphological phenotype similar to stem cells (Cheng and Leblond, 1974). Therefore, these rare Epi *Tcf4* Lin− “stem cells” are actively proliferating and have the morphological characteristics of stem cells.

The finding that the Epi *Tcf4* Lin− cell population is rare and appears more frequently in shortened crypts (Fig. 4Aa and 4Ba), suggests that this population may be important for barrier repair following injury. Several epithelial cell types are specifically activated following gut barrier damage, including the tuft cell and the enteroendocrine L-cell (Lebrun et al., 2017; Westphalen et al., 2014). To define whether tuft or L-cells can be derived from Epi *Tcf4* Lin− cells, we stained isolated crypts and single cells with either tuft (DCLK1) or L-cell (PYY) markers. Tuft cells have a bulge at the base and a narrow apical portion with microvilli that project into the crypt lumen (Bjerknes et al., 2012; McKinley et al., 2017; Sato, 2007). We found that DCLK1 is expressed in MIX cells that have the morphological features of tuft cells (Fig. 4Ad, 4Fa, (McKinley et al., 2017)). In contrast, *Dclk1* expression was not found in Epi *Tcf4* Lin− cells (Tab. S5). 

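Beside Dclk1, few UMIs of other tuft-cell genes were found in the subclusters. Trpm5 and Pou2f3 had 1 UMI each, Avil had 3 UMIs in 1 cell, and all were in secretory precursors. No IEL outside the epithelial subclusters held a UMI of Trpm5 or Pou2f3.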

In the colon, L-cells are spindle-shaped cells that secrete PYY and intercalate between epithelial cells (Bohorquez et al., 2011). A subset of colonic Epi *Tcf4* Lin− derived cells had basal processes that extended across the crypt and remain attached to the epithelium, although they did not morphologically resemble colonic enteroendocrine L-cells (Fig. 4Ab-c, arrows). This phenotype is actually reminiscent of L-cells that reside in the ileum and have basal pseudopod-like processes called neuropods that extend between the mucosal epithelium and the lamina propria (Bohorquez et al., 2014). Based on morphology, therefore, a subset of colonic Epi *Tcf4* Lin− derived cells are similar to ileal enteroendocrine L-cells (Bohorquez et al., 2011). These cells are derived from the Epi *Tcf4* Lin− population as Epi *Tcf4* Lin− cells fail to express PYY or *Glp1*, another L-cell marker (by gene expression analysis; Tab. S5), while Epi *Tcf4* Lin− derived MIX cells contain pseudopod-like processes that are PYY-positive (Fig. 4Fb-d). Finally, several other Epi *Tcf4* Lin− derived (MIX) cell types are apparent in isolated cells from colonic crypts, including goblet cells and other granule-containing secretory cells, colonocytes and other unknown cell types (Fig. 4G). These results suggest that the *Tcf4* Lin− cell population gives rise to cells that are important for colon crypt barrier repair.

### Epithelial *Tcf4* Lin− cells are likely recruited to the wound bed during the wound repair process

We next evaluated whether Epi *Tcf4* Lin− cells are recruited as part of colonic wound repair by utilizing a wounding technique that uses visual endoscope guidance and mucosal biopsy to produce discrete mucosal lesions in the colons of *Cd2*^*iCre*^ *Tcf4*^*Cre*^ *Rosa*^*mTmG*^ mice (Video S1; Fig. 5A-B; Seno et al., 2009). At 3 days post-injury, post-mitotic wound-associated epithelium (WAE, Fig. 5Ca; turquoise arrows) and a single-cell layer of epithelium derived from crypts adjacent to the injury site (Fig. 5Ca; magenta arrows) initially cover the wound bed, as expected (Seno et al., 2009). Both the WAE and the single-cell layer of epithelium are *Tcf4* Lin+ (Fig. 5Ca), indicating that both populations are derived from cells that had activated the *Tcf4* promoter prior to injury. However, co-staining with an antibody to epithelial cell adhesion molecule (EPCAM), a marker of epithelium, revealed *Tcf4* Lin− epithelial (EPCAM+ mTOM+) and newly-minted *Tcf4* Lin+ epithelial (EPCAM+ MIX) populations in the crypts adjacent to the injury boundary, which appear to be expanding into the wound bed (Fig. 5Cb; yellow arrows). A MIX PYY+ population in the region of the crypts is also expanding into the wound bed (Fig. 5Db; red arrows), which is consistent with a role for PYY-expressing MIX cells in wound repair.

Epithelial proliferation has previously been shown to be limited to cells within crypts that are adjacent to the wound bed following colonic damage, and not within the WAE (Seno et al., 2009). To define whether epithelial *Tcf4* Lin− and epithelial MIX cells adjacent to the wound bed are proliferative, we analyzed tissue collected at 5 days post-injury for EPCAM to mark epithelial regions (Fig. 5E) and in adjacent sections for EdU incorporation (Fig. 5F). Similar to previous studies (Seno et al., 2009), EdU incorporation was primarily found in cells adjacent to the wound bed (Fig. 5Fa; White arrows). Importantly, these regions were EPCAM+ *Tcf4* Lin− and EPCAM+ MIX and were situated where crypts are expanding to fill the wound bed (Fig. 5Eb and Fig. 5Fb, yellow arrows). This finding suggests that epithelial *Tcf4* Lin− and newly transitioned *Tcf4* Lin+ cells adjacent to the wound bed promote the expansion of epithelial crypts as part of the wound repair process.

### Colon tumors originate from different cell populations depending on the nature of the *Apc* mutation

It has been proposed that colon tumors arise from proliferative progenitor cells or stem cells within the colon crypt, but whether tumor cells can originate from multiple stem cell pools or even differentiated cell types is unknown (Barker et al., 2009). We therefore set out to test whether mutation of the colon tumor suppressor gene *Apc* could give rise to tumors from both the *Tcf4* Lin− and *Tcf4* Lin+ populations (Fig. 6A-C). To address this question, *Tcf4*^*CreNeo*^ and *Tcf4*^*Cre*^ drivers (Fig. 1A,C) were used to drive conditional deletion of the entire *Apc* gene (*Apc*^*LoxEx1-15*^, Fig. 6A, Cheung et al., 2010) or truncation of *Apc* through deletion of exon 5 (*Apc*^*LoxEx5*^, Fig. 6B, Knock-out Mouse Project (KOMP)), specifically within the *Tcf4* lineage. *Hprt*^*Cre*^-mediated germline deletion or truncation of *Apc*, as well as the *Apc*^*Min*^ (truncation at amino acid 850) mouse line, were also analyzed for comparison. To verify that recombination rates were similar between *Apc*^*LoxEx1-15*^ and *Apc*^*LoxEx5*^ animals, we performed a genotyping analysis of tissue isolated from the colons of recombined animals (Fig. 6D). This is important since the *Apc* locus is relatively large, and the *LoxP* sites in *Apc*^*LoxEx1-15*^ animals are about 200 kb apart, while the *LoxP* sites in the *Apc*^*LoxEx5*^ allele are only a few hundred base pairs apart. Not surprisingly, very little *Apc* is recombined in colons isolated from *Tcf4*^*CreNeo*^ animals, given the hypomorphic nature of this allele (Fig. 6D, Angus-Hill et al., 2011). However, similar levels of *Tcf4*^*Cre*^-dependent *Apc* recombination are found in *Apc*^*LoxEx1-15*^ and *Apc*^*LoxEx5*^ animals indicating that recombination was efficient despite the large distance between *LoxP* sites in the *Apc*^*LoxEx1-15*^ allele (Fig. 6Da compared to 6Db).

Germline heterozygous *Apc* deletion has been shown to be more detrimental in regard to lifespan and colon tumorigenesis than mice harboring a heterozygous *Apc*^*Min*^ mutation (Cheung et al., 2010). To determine whether this effect was due to *Apc* whole-gene deletion versus truncation, *per se*, we compared lifespan and colon tumor load between the three germline *Apc* mutant lines (*Hprt*^*Cre*^ *Apc*^*LoxEx5/*+^, *Hprt*^*Cre*^ *Apc*^*LoxEx1-15/*+^ and *Apc*^*Min/*+^). Similar to previous findings, we found that mice with an *Apc* germline deletion (*Hprt*^*Cre*^ *Apc*^*LoxEx1-15/*+^) exhibited decreased survival (by 28%, Fig. 6E) and a 3-fold higher colon tumor burden (Fig. 6F) than *Apc*^*Min/*+^ animals (Cheung et al., 2010). However, we found that while *Hprt*^*Cre*^ *Apc*^*LoxEx5/*+^ and *Apc*^*Min/*+^ mutant animals exhibited similar median survival (Fig. 6E), *Hprt*^*Cre*^ *Apc*^*LoxEx5/*+^ animals had 4.3-fold more colon tumors than *Apc*^*Min/*+^ animals (Fig. 6F). Similarly, *Hprt*^*Cre*^ *Apc*^*LoxEx5/*+^ animals also developed more small intestinal tumors (SI; Fig. S9B). Thus, germline deletion of *Apc* consistently decreased survival of mice compared to germline truncation of Apc, but did not necessarily drive the formation of more colon tumors.

To determine whether *Apc* deletion and *Apc* truncation can drive colon tumorigenesis from the *Tcf4* Lin+ CBC stem-cell derived population in a similar manner, we compared lifespan and colon tumorigenesis in *Tcf4*^*Cre*^ *Apc*^*LoxEx1-15/*+^ and *Tcf4*^*Cre*^ *Apc*^*LoxEx5/*+^ animals. As a reminder, both lines are heterozygous for *Tcf4* and lead to disruption of *Apc* after activation of the *Tcf4* promoter. We recapitulated our previous finding (Angus-Hill et al., 2011) that germline *Tcf4* haploinsufficiency exacerbates *Apc*^*Min*^-mediated colon tumorigenesis (Fig. 6G-H) with minimal effects on overall survival (Fig. 6I). Similarly, truncation of *Apc* specifically in *Tcf4*-expressing cells (*Apc*^*LoxEx5/*+^ *Tcf4*^*Cre/*+^) causes 8-fold more colon tumors and more SI tumors than seen in *Apc*^*Min/*+^ animals (Fig. 6H, Fig. S9C), while median survival is drastically reduced (Fig. 6I). Interestingly, *Apc*^*LoxEx5/*+^ *Tcf4*^*Cre/*+^ animals show poorer survival than animals with *Hprt*^*Cre*^ driven germline truncation of *Apc*^*LoxEx5/*+^ (compare blue line in Fig. 6I with blue line in Fig. 6E). Histological examination of colon tissue isolated from both *Hprt*^*Cre*^ *Apc*^*LoxEx5/*+^ and *Tcf4*^*Cre/*+^ *Apc*^*LoxEx5/*+^ animals demonstrated multiple tubular adenomas with focal high-grade dysplasia but only *Tcf4*^*Cre/*+^ *Apc*^*LoxEx5/*+^ mice exhibited colitis with ischemic-type pattern and fibrosis that is localized to both tumor and normal mucosa (Fig. 6J-L). Finally, unlike *Tcf4*^*Cre/*+^ *Apc*^*LoxEx5/*+^ animals, *Tcf4*^*Cre/*+^ *Apc*^*LoxEx1-15/*+^ mice rarely develop colon (mean 0.3 +/− 0.3) or SI tumors and survive up to twice as long (8 months) without visible phenotypes (Fig. 6H,I; Fig. S9C). This surprising result demonstrates that heterozygous deletion of *Apc* in *Tcf4* Lin+ cells (*Tcf4*^*Cre/*+^ *Apc*^*LoxEx1-15/*+^) is not sufficient for tumorigenesis and suggests that colon tumors driven by germline deletion of *Apc* (*Hprt*^*Cre*^ *Apc*^*LoxEx1-15/*+^) originate from *Tcf4* Lin− cells. Moreover, since conditional heterozygous deletion of *Apc*^*LoxEx1-15*^ or truncation of *Apc*^*LoxEx5*^ in the *Cd2*^*iCre*^ lineage does not lead to the development of colon tumors (Tab. S6), our data suggest that deletion of *Apc* drives colon tumorigenesis from the Epi *Tcf4* Lin− stem-cell derived population.

It has previously been shown that tumors arise from stem cells located at the base of the crypt (Barker et al., 2009). However, it is unclear whether tumors arise following conditional deletion of *Apc* predominantly in differentiated intercryptal epithelial cells. To address this possibility, we utilized the *Tcf4*^*CreNeo*^ allele, which mainly drives recombination in a subset of *Tcf4*-expressing, differentiated intercryptal epithelial cells (Angus-Hill et al., 2011; Fig. 1). Figure 6M demonstrates that neither deletion (*Tcf4*^*CreNeo/*+^ *Apc*^*LoxEx1-15/*+^) nor truncation (*Tcf4*^*CreNeo/*+^ *Apc*^*LoxEx5/*+^) of *Apc* within these *Tcf4*-expressing differentiated cells is sufficient to drive the rapid development of colon tumors. Interestingly, both *Apc* mouse lines develop small intestinal tumors, however with vastly more duodenal tumors in *Apc*^*LoxEx5/*+^ animals compared to *Apc*^*LoxEx1-15/*+^ with the *Tcf4*^*CreNeo*^ driver (Fig. S9D). These findings demonstrate that disruption of the *Apc* gene within *Tcf4*^*CreNeo*^ expressing epithelial cells, in combination with germline heterozygosity for *Tcf4*, is sufficient for the development of tumors in the small intestine but not the colon.

### Proposed model for epithelial Tcf4 Lin− cell function in wound repair and Apc allele-specific tumor initiation

Our data suggest a model whereby epithelial *Tcf4* Lin− cells represent a stem-cell population that is recruited to, or activated near, sites of colonic barrier damage (Fig. 7A). The *Tcf4* Lin− cells are associated with sequential activation of genes that drive proliferation, followed by those that promote differentiation into multiple colon-cell lineages, to reconstruct the barrier (Fig. 7B). Finally, this epithelial *Tcf4* Lin− stem-cell population, but not the *Tcf4* Lin+ population which contains the Wnt-dependent CBC stem cells, likely represents the cell-of-origin for tumors arising from heterozygous deletion of *Apc* (Fig. 7C).

## Discussion:

Several intestinal stem cell populations have been identified including Lgr5+ CBC stem cells, Lrig1+ quiescent stem cells, Krt19+ stem cells, and Dclk1+ stem cells, and these can be distinguished by their unique expression of marker genes, proliferation rate, location and number of cells within the colon crypt (Asfaha et al., 2015; Barker et al., 2007; Chandrakesan et al., 2015; Powell et al., 2012). The Epi *Tcf4* Lin− population therefore represents a rare colonic epithelial stem/progenitor population that is distinct from all previously identified intestinal stem-cell populations. The number and location of stem cells per crypt ranges widely between stem-cell populations. There are approximately 20 Lgr5+ CBC stem cells per crypt (Sasaki et al., 2016), and 1-3 Lrig1+ stem cells per crypt (Powell et al., 2012). Krt19+ stem cells account for 3% of all colon cells (Asfaha et al., 2015), but only 1 in 5 crypts contains a Dclk1+ stem cell (Gagliardi et al., 2012). By comparison, usually a single Epi *Tcf4* Lin− cell is found within only 14% of crypts (Fig. 4Bb-c). Both *Lgr5*+ CBC and *Lrig1*+ stem cells exclusively mark cells at the crypt base (Barker et al., 2007; Powell et al., 2012). *Krt19*+ cells are located above the +4 position, up to the isthmus, while Dclk1+ cells are found both at the crypt base and the +4 position (Asfaha et al., 2015; Chandrakesan et al., 2015). We found that Epi *Tcf4* Lin− cells occupy all locations of the crypt but are mostly found in the mid- to upper-crypt region. Cell shape also differs between the stem-cell groups. Lgr5+ CBC stem cells, Lrig1+ stem cells, and Krt19+ cells exhibit a wedge shape (Asfaha et al., 2015), while *Dclk1*+ stem cells have been described with axon-like processes (Gagliardi 2012). In contrast to all other characterized intestinal stem-cell populations, the majority of Epi *Tcf4* Lin− cells are small and round. Intestinal stem cells also differ greatly in proliferative capacity, from a complete lack of proliferation observed in *Dclk1*+ cells (Chandrakesan et al., 2015) to 75% in *Lgr5*+ CBC stem cells (Powell et al., 2012). The rest of the stem-cell populations, including Epi *Tcf4* Lin− cells, show proliferation rates between these two extremes. Finally, previously characterized intestinal stem-cell populations in general have unique gene expression markers. However, *Lgr5*+ CBC and *Lrig1*+ stem cells may have overlapping marker expression (Munoz et al., 2012), raising the possibility that they represent the same stem-cell population. Close comparison of these gene expression profiles demonstrates that only a few markers are shared between Epi *Tcf4* Lin− cells and other identified stem-cell populations. The Epi *Tcf4* Lin− cell therefore represents a distinct, rare colonic epithelial stem/progenitor that is not restricted to a specific location within the colon epithelium.

One interesting aspect of the Epi *Tcf4* Lin− population is that it gives rise to very high numbers of rare epithelial cell types found in the MIX population, such as secretory cells. *Lgr5*+ CBC stem cells are thought to uphold a strict 1:3 secretory-to-absorptive cell ratio, independent of variation in stem-cell numbers (Toth et al., 2017). However, the secretory-to-absorptive ratio in the Epi *Tcf4* Lin− population is 1:1.3 (Tab. S2), and there is a striking enrichment of secretory cells in the MIX population compared to what is found in the normal crypt where absorptive epithelial cells make up >95% of the cells present in the crypt (Fig. 1Ed-e; Colnot et al., 1998). 

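With 42 absorptive and 32 secretory precursors, there were 1.31 absorptive cells for each secretory cell. The ratio was 1.21 in barcode set X1 and 2 in set X2, and under each alternative tried it stayed within its 95% counting interval of 0.809 to 2.15. Of all cells in the subclusters, 39.6% were absorptive precursors (30.3% to 49.6%) and 30.2% were secretory precursors (21.7% to 39.9%).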

Since secretory cells are critically important during recovery from infection and inflammation following barrier damage (Johansson et al., 2013; Worthington, 2015), we propose that the high concentration of secretory cells derived from the Epi *Tcf4* Lin− population is uniquely suited to the purpose of mucosal recovery. While we have also identified an “absorptive precursor” lineage that is derived from the Epi *Tcf4* Lin− cell, it remains to be determined whether this lineage is independent from absorptive cells arising from the CBC. Interestingly, differentially expressed genes involved in symbiosis, the innate immune response and the antibacterial humoral response are unique to the Epi *Tcf4* Lin− “absorptive precursor” population suggesting that these cells also actively participate in wound repair following injury.

Both Dclk1+ tuft cells and PYY+ enteroendocrine L-cells are commonly associated with intestinal repair (Lebrun et al., 2017; Westphalen et al., 2014). DCLK1+ cells with morphological similarities to tuft cells were observed in the MIX population suggesting that Dclk1 expression is downstream of *Tcf4* expression; however, we cannot rule out the possibility that the Dclk1-expressing cells derived from Epi *Tcf4* Lin− cells do not represent tuft cells but instead are EECs, though morphological characteristics suggest otherwise (Bjerknes et al., 2012). We also identified a colonic cell derived from the Epi *Tcf4* Lin− cell that contains PYY+ granule-filled pseudopod-like neuropods, reminiscent of ileal PYY+ L-cells found in the wound bed periphery following mechanical damage. Since Epi *Tcf4* Lin− cells are rare, it is not surprising that this L-cell type with pseudopod-like processes has not been identified in the colon previously (Bohorquez et al., 2011). Importantly, these cells may interact with enteric glia, which are active mediators of the inflammatory response. In turn, enteric glia may modulate the proliferation and hormone content of the Epi *Tcf4* Lin− PYY+ cells (Bohorquez et al., 2014) to restore mucosal barrier function (Savidge et al., 2007). These findings further support a model whereby Epi *Tcf4* Lin− cells give rise to cells likely to contribute to colonic wound repair.

A role for stem cells in epithelium repair has recently been proposed in which activation of CBCs or de-differentiation of progenitor cells can replenish the gut epithelium in response to modest barrier disruption (Andersson-Rolf et al., 2017). Following proliferation of the epithelium surrounding the wound site, cells may undergo *de novo* crypt formation or crypt fission to complete the wound repair process (Miyoshi et al., 2017; Seno et al., 2009). While the mechanisms that underlie damage repair in the intestine are not well understood, they are thought to include a specialized, migratory WAE repair cell that rapidly seals the wound (Andersson-Rolf et al., 2017; Seno et al., 2009). Importantly, our unique lineage labeling based on *Tcf4* expression has revealed that three days post-injury, EPCAM+ *Tcf4* Lin+ crypts line the surface of the WAE cells in the wound, and an Epi *Tcf4* Lin− and MIX population is apparently expanding from *Tcf4* Lin+ crypts and migrating into the damaged lesion. Our findings therefore suggest that following mechanical damage, an EPCAM+ *Tcf4* Lin+ cell population migrates and contributes to epithelial coverage of the wound bed.

The observation that the Epi *Tcf4* Lin− population appears to expand into injured crypts during wound repair suggests that these cells have the ability to migrate. Indeed, some of the top markers of Epi *Tcf4* Lin− cells are associated with migration, including *Lgals3*, *Agr2*, *Nov*, and *Pigr*. 

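Against the other assigned cells, the epithelial cluster had 3.54-fold higher Lgals3 (2.76 to 4.55), 4.29-fold higher Agr2 (3.89 to 4.72) and 2.47-fold higher Nov (1.72 to 3.55). Nov had 94 UMIs in secretory precursors, 29 in stem cells, of which 28 were in 1 cell, and 2 in absorptive precursors. Its level in secretory precursors was 5.20-fold higher (3.44 to 8.08) than in the other epithelial cells, 126-fold in barcode set X1 and 0.618 times theirs in set X2. Pigr UMIs were in every cell of the 3 subclusters, at 17901 CPM in stem cells, 12195 CPM in secretory precursors and 15951 CPM in absorptive precursors. The paper's methods describe a selection of epithelial cells by Pigr expression and without T-cell markers, so that a Pigr UMI in every cell is no finding of its own.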

Overexpression of *Lgals3* has been observed in several human cancers and may promote metastatic progression (Yoshimura et al., 2003). *Agr2* has been shown to stimulate proliferation, migration and EMT in salivary adenoid cystic carcinoma (Ma et al., 2017). *Nov* induces migration of renal cell carcinoma cells (Liu et al., 2015). *Pigr* is an inflammation-induced EMT mediator that has also been shown to promote metastatic progression (Ai et al., 2011). We therefore propose a model in which Epi *Tcf4* Lin− stem cells are activated upon injury, migrate to the affected area, and supply the damage site with an abundance of secretory cells and specialized absorptive cells to restore the damaged mucosa.

Our past and present findings suggest that TCF4 functions as a colon tumor suppressor through its role in maintaining the epithelial barrier. We have previously shown that TCF4 is required for the differentiation of CBC stem cells in the colon (Angus-Hill et al., 2011; Korinek et al., 1998). As such, heterozygous deletion of *Tcf4* in the CBC would affect the normal homeostatic process of epithelial barrier renewal. The possibility that TCF4 is important to maintain a functional barrier is supported by increased systemic neutrophil levels in *Tcf4*^*Het*^ animals (Fig. S1). Based on our present findings, reduced levels of TCF4 may also reduce differentiation of the Epi *Tcf4* Lin− population to further inhibit barrier repair. In both stem-cell pathways, reduced TCF4 could promote increased proliferation of stem cells through impairment of differentiation (a cell-autonomous mechanism) or through an increase or persistence of damage signals from unrepaired epithelia (a non-cell-autonomous mechanism), or both. Indeed, we have found that expansion of the *Tcf4* Lin− population in *Tcf4*^*NeoNull*^ animals is likely due to mucosal damage (Angus-Hill et al., 2011). It is important to note that the hypomorphic *Tcf4*^*CreNeo*^ allele may only label descendants of the Epi *Tcf4* Lin− cell in rare damaged crypts and surface epithelium, and not descendants of the CBC. This suggests that the Neo effects may not be at the level of TCF4 expression, as suggested above, but may be related to the effects of Neo on permissive or repressive regulator recruitment to the *Tcf4* promoter in Epi *Tcf4* Lin− and CBC progenitors. Finally, in combination with disruption of the *Apc* gene, barrier dysfunction mediated by reduced TCF4 could explain the synergistic nature of these two gene disruptions during colon tumorigenesis (Angus-Hill et al., 2011). Whether *Apc* loss in these stem-cell pathways affects wound healing remains to be tested.

Interestingly, the Epi *Tcf4* Lin− stem cell population normally lacks expression of both *Tcf4* and *Apc*. 

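In stem cells, 2 Tcf7l2 UMIs were found in 2 cells and 4 Apc UMIs in 3 cells. The Tcf7l2 level was 0.338 times that of the other epithelial cells (0.0388 to 1.36), and the Apc level was 0.812 times theirs (0.202 to 2.42). Both intervals include 1, so that a difference was not detectable at this depth. In barcode set X1 alone the values were 0.823 and 0.533.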

When these cells become committed to the secretory and absorptive lineage, *Apc*, *Tcf4*, and *Tcf3* are expressed. 

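Secretory precursors held 8 Tcf7l2 UMIs and 8 Apc UMIs, and absorptive precursors held 16 and 12. Both genes were found in 5 cells of the subclusters, where independent detection would give 3.05. Tcf7l1 had 9 UMIs in 6 stem cells, 20 in 11 secretory precursors and 18 in 10 absorptive precursors. Its level in stem cells was 0.962 times that of the other epithelial cells, and 18.8% of stem cells, 34.4% of secretory precursors and 23.8% of absorptive precursors held a UMI.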

The expression pattern of *Apc* in Epi *Tcf4* Lin− cells suggests that it may be important for their lineage commitment, which may explain why heterozygous deletion of the *Apc* gene does not support colon tumorigenesis when introduced specifically in Epi *Tcf4* Lin+ cells. That is, if *Apc* is mutated in the germline (deleted or truncated), lineage commitment might not occur, and the Epi *Tcf4* Lin− stem cell would remain aberrantly proliferative. However, provided normal levels of wild-type *Apc* until the point at which *Tcf4* is expressed, cells with newly-introduced heterozygous deletion of *Apc* may not undergo hyperproliferation since they have completed the early lineage-commitment process. In this model, since heterozygous truncation of *Apc* is able to drive colon tumorigenesis in Epi *Tcf4* Lin+ stem cells, its dominant nature (Schneikert et al., 2007; Tighe et al., 2004) may be sufficient to promote hyperplasia in cells that are more lineage-committed. This hypothesis remains to be tested directly.

Despite evidence to support a role for *TCF4/TCF7L2* as both a tumor suppressor and as a co-oncogene, *TCF4* polymorphisms and mutations are commonly found in human colorectal cancer and other diseases and thereby implicate the loss of *TCF4* function in the disease initiation process (Burwinkel et al., 2006; Grant et al., 2006; Wood et al., 2007). Our studies support this idea and suggest that *Tcf4* functions as a tumor suppressor through its ability to maintain intestinal homeostasis and to stimulate the repair of intestinal barrier damage. Importantly, the ability to isolate and expand normal *TCF4* Lin− cells may ultimately prove useful for the treatment of human patients with diseases caused by intestinal barrier homeostasis defects, such as inflammatory bowel disease (IBD) and irritable bowel syndrome (IBS) (Konig et al., 2016). In addition, experiments designed to understand how mutations in *Tcf4* and *Apc* specifically affect the differentiation of different colon epithelial cell populations could ultimately reveal new genetic mechanisms that drive the development of colon cancer.

## EXPERIMENTAL PROCEDURES:

### Mice:

The *Hprt*^*Cre*^ mice were obtained and backcrossed into the *C57/BL6* background for over 15 generations (Tang et al., 2002). All other lines have been backcrossed and maintained in the *C57/BL6* background: *Tcf4*^*Cre*^, *Tcf4*^*CreNeo*^, *Rosa*^*mTmG*^, *Apc*^*LoxEx1-15*^ (JAX stock #009045; (Cheung et al., 2010)), *Apc*^*LoxEx5*^ (KOMP; APC tm1c; Reporter removed with FlpE recombination (Fig. 6B), as animals with reporter have a phenotype in the absence of Cre, and no phenotype without reporter until conditional deletion), *Cd2*^*iCre*^ (JAX stock #008520; (de Boer et al., 2003; Shimshek et al., 2002)). Mice were injected i.p. with 50 mg/kg of EdU either two hours (FACS) or 16 hours (Crypt Isolation) prior to sacrifice. Studies and procedures performed on mice strictly followed the animal protocol approved by the University of Utah Institutional Animal Care and Use committee (IACUC).

### Statistics:

Throughout, data from at least 3 independent experiments were analyzed and statistics were expressed as mean ± SEM. P-values were calculated using a two-tailed Student’s *t*-test with statistical significance P < 0.05 (*), P < 0.005 (**), or P < 0.0005 (***).

### Genotyping:

DNA was isolated from animal tail biopsies using the HOTShot system: tissues were heated to 95°C for 60 minutes in 75 μL of alkaline lysis reagent (25 mM NaOH, 0.2 mM Disodium EDTA adjusted to pH 12), and neutralized in neutralizing reagent (40 mM Tris-HCl adjusted to pH 5). PCR was performed using 50 ng of the prepared template DNA solution and a final concentration of 0.25 μM of each primer. The primer pairs Ex5-F (5’ - ATACCGTACATTGCTTGGGGAAAGG - 3’) and Ex5-R (5’ - GCAAGCAGATAGTATAATGTTTCTACCCAT - 3’) were used to detect the wild type, floxed, and recombined alleles for the APCEx5 variant. The primer pairs Ex15-F (5’ – CCTGCCCCCTCTTATTTTCT −3’) and Ex15-R (5’ – CACGAGGATAATGGCCAAAC – 3’) were used to detect the wild type and floxed alleles, and Ex15-F and Ex15-R2 (5’ – GGCTGGGTAAACATATTCATGGG – 3’) were used to detect the recombined allele for the APCex15 variant.

### Crypt isolation and tissue dissociation:

To isolate crypts for single cell preparations, we adapted a procedure that separates colonic epithelium from the underlying mesenchyme (Nik and Carlsson, 2013). A gavage needle with silicone tip attached to a 3 ml syringe was inserted into the cleaned colon from the distal end and pulled all the way through to the proximal end. The plunger needed to be pulled out and the barrel filled with air. The proximal part of the colon was secured to the tip of the gavage needle with thread. Using a thumb, the colon was pulled over the tip of the needle, thus inverting it. Following inversion, the proximal end of the colon was ligated with thread while the other end was still fitted to the gavage needle. The inverted colon was then submerged in 3.8 mL of ice-cold Cell Recovery Solution (Corning) in a 5 mL round-bottom polystyrene tube (Corning) and placed on ice. The submerged colon was inflated and deflated every 5 minutes with occasional swirling in the solution for 1 hour. During this time, the Cell Recovery Solution dissolved the basement membrane and the air pressure pushed the crypts out of the crypt beds. A 10-minute digestion with TrypLE^™^ Express (Thermo Fisher) at 37°C then generated a single cell suspension. Addition of FBS and wash buffer (DPBS containing 3% BSA) inhibited the TrypLE^™^ digest. The single cell suspension was filtered using a 100 μm cell strainer and washed. Wash buffer used to prepare cells for Drop-seq procedure contained 0.5 mM EDTA.

To generate a whole crypt suspension, the colon was cut into small pieces after incubation in Cell Recovery Solution and inflation and deflation steps (or immediately following dissection). Colon pieces were placed into an EDTA Chelation buffer for 40 minutes while shaking at 37°C. Crypts were then fixed in 4% PFA and washed using PBS. The crypt-containing supernatant was harvested for further staining and imaging.

### Crypt counts:

Crypt suspensions were used to count the number *Cd2* Lin+ cells (in the *Cd2*^*iCre*^ *Rosa*^*mTmG*^ mouse model) or *Cd2* Lin− and *Tcf4* Lin− cells (in the *Tcf4*^*Cre*^ *Cd2*^*iCre*^ *Rosa*^*mTmG*^ mouse model) in 100 randomly selected crypts via confocal analysis. The location within the crypt was noted (crypt base, +4 position, mid, or top crypt).

### Mouse Tissue Immunofluorescence and Immunohistochemistry:

Crypt suspensions were prepared as above described. Frozen tissue sections were prepared and stained using conventional methods. Primary antibodies were anti-DCLK1 (Novus Biologicals), anti-HES1 (Abcam), anti-SOX9 (Abcam), anti-IHH (R&D Systems), anti-PYY (Abcam), and AlexaFluor^®^ 647-conjugated anti-DLL1 (BioLegend). Antibodies against the antigens DCLK1, HES1 and IHH were conjugated to allophycocyanin (APC) using a Lightning-Link APC Antibody Labeling Kit (Novus Biologicals). The secondary antibody used in combination with anti-PYY antibody was an AlexaFluor^®^ 647 conjugate (Abcam). DAPI (Thermo Fisher) was utilized as DNA stain. Confocal imaging for crypt suspensions, surface epithelium, frozen tissue sections, crypt counts, and single cells collected via flow cytometry was performed with an Olympus FV1200 confocal microscope attached to an Olympus IX81 Inverted Microscope.

### Flow Cytometry:

Single cells obtained from crypt isolation and subsequent tissue dissociation were stained with AlexaFluor^®^ 647-conjugated anti-CD8a (BioLegend) antibody for 1 hour on ice. Alternatively, the Click-iT^®^ Plus EdU AlexaFluor^®^ 647 Flow Cytometry Assay Kit (Thermo Fisher) was used according to the manufacturer’s instructions for the labeling of EdU (Animals collected 2 hours post-EdU injection). Hoechst 33324 (Thermo Fisher) was used as a DNA stains. Staining with CellTrace^™^ Calcein violet AM (Thermo Fisher) according to the manufacturer’s instructions was for distinguishing live cells. The University of Utah Flow Cytometry Facility performed cell sorting with a 5-laser 13-detector BD FACSAria Cell Sorter (BD Biosciences). We eliminated dead cell by gating forward/side scatter and selecting TOM and/or GFP positive cells. Sorted cells were collected in 1.5 mL microcentrifuge tubes containing either wash buffer (DPBS containing 3% BSA) for subsequent confocal analysis or Complete DMEM + EDTA for Drop-seq. Data analysis was performed with FlowJo software.

### Drop-seq procedure:

Isolated Tcf4 Lin− and Tcf4 MIX populations were separately combined with human cells to reach optimal cell number and concentration for Drop-seq, and single-cell suspensions were diluted to 270 cells/ml and processed as described previously (Macosko et al., 2015). Briefly, cells, barcoded microparticle beads (ChemGenes Corporation, Lot #113015B), and lysis buffer were co-flown into a microfluidic device and captured in nanoliter sized droplets. After droplet collection and breakage, the beads were washed, followed by cDNA synthesis on the bead using Maxima H-minus RT (Cat # Thermo Fisher Scientific). Excess oligos were removed via exonuclease I digestion. cDNA amplification was done from a pool of 2,000 beads using HotStart ReadyMix (Kapa Biosystems). Individual PCRs were purified and pooled for library generation. A total of 600pg of amplified cDNA was used for a Nextera XT library preparation (Illumina), and the New-P5-SMART PCR hybrid oligo, and a modified P7 Nextera oligo with 10 bp barcodes was used for sequencing. A 125 cycle paired-end sequence run was performed on an Illumina HiSeq 2500 instrument using HiSeq SBS kit v4 sequencing reagents and the Read1CustomSeqB primer as described (Macosko et al., 2015).

### R-based analysis of Drop-seq data:

Drop-seq data was processed with the McCarroll pipeline (Macosko et al., 2015). 1117 mouse cells were sequenced and single cell data analysis was accomplished using the Seurat package (Script S1-S4; Seurat version 2.0.1; http://satijalab.org/seurat/). Following several filtration steps, a total number of 1,023,641 counts were identified with an average of 324 genes expressed per cell (>1 count). 

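The total of 1023641 UMIs is that of all 1117 barcodes in the matrix, the 601 unassigned ones included. A mean of 259 genes had more than 1 UMI per assigned cell, and a mean of 829 genes had at least 1. Over all barcodes, the mean of genes with more than 1 UMI was 134. A minimum of 300 detected genes per barcode kept 570 barcodes, and a minimum of 500 kept 423, of which 415 are assigned. With at least 500 UMIs and a mitochondrial share under 20%, 519 barcodes were kept, among them all 516 assigned cells. These last limits were chosen after it was seen which barcodes were assigned.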

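At least 1 UMI in the 516 assigned cells was found for 18580 of the 19294 genes in the matrix, and 12937 genes were found in at least 3 of these cells.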

In total, 381 unique genes were expressed across 516 cells, and principal component analysis (PCA) was used to identify statistically significant PCs. From a plot of the standard deviation of PCs, the first five PCs were selected (Fig. S6A). Based on the Euclidean distance in PCA space, a K-nearest neighbor (KNN) graph was constructed and modularity optimization techniques were applied to cluster cells. The dataset was visualized using t-Distributed Stochastic Neighbor Embedding (tSNE) (Fig. 2A,C) and the most differentially expressed genes for each cluster were calculated (Tab. S1; Tab. S3).

### Monocle:

To specifically select for and analyze Epithelial Pigr+ cells, we filtered for cells with *Pigr* expression and the absence of T cell markers and selected genes with high dispersion and expression. Monocle then constructed single cell trajectories, featuring three cell states and one branch point. Pseudotime was plotted and helped visualize one cell state being the starting point and then branching off into two different states as time passes (Fig. 3A, Script S5-6).

### Endoscopic Damage

Food was withheld from mice the afternoon before surgery. In preparation of the colonoscopy the following morning, mice were anesthetized using a system for isoflurane anesthesia (VetEquip) that allows simultaneous flow of isoflurane and oxygen. A mouse colonoscope (Karl Storz) was inserted into the animal’s rectum and insufflation was used to inflate the colon during the procedure. Flexible biopsy forceps with a diameter of 3 French were inserted into the working channel of the colonoscope and six biopsy samples were taken. The mice were closely monitored during procedure recovery. Three (or five) days post-surgery the mice were sacrificed and colonic damage sites inspected using a dissecting microscope. Smaller wounds were cut out with a 2 mm Sterile Disposable Biopsy Punch (Miltex), larger wounds with a 4-mm biopsy punch. To prevent curling of biopsy punches, cover slips weighed down the punches during paraformaldehyde fixation. Then biopsy punches were frozen, prepared, and stained using conventional methods.

### Mouse Tissue Immunofluorescence and Immunohistochemistry

Crypt suspensions were prepared as above described. Frozen tissue sections were prepared and stained using conventional methods. Primary antibodies were anti-DCLK1 (Novus Biologicals), anti-HES1 (Abcam), anti-SOX9 (Abcam), anti-IHH (R&D Systems), anti-PYY (Abcam), anti-EPCAM (Invitrogen), and AlexaFluor^®^ 647-conjugated anti-DLL1 (BioLegend). Antibodies against the antigens DCLK1, HES1 and IHH were conjugated to allophycocyanin (APC) using a Lightning-Link APC Antibody Labeling Kit (Novus Biologicals). The secondary antibody used in combination with anti-PYY and anti-EPCAM antibodies was an AlexaFluor^®^ 647 conjugate (Abcam). The Click-iT^®^ Plus EdU AlexaFluor^®^ 647 Flow Cytometry Assay Kit (Thermo Fisher) was used to stain EdU-marked proliferating cells (animals were injected with EdU two hours prior to sacrifice) on biopsy punches. DAPI (Thermo Fisher) was utilized as DNA stain. Confocal imaging for crypt suspensions, surface epithelium, frozen tissue sections, crypt counts, and single cells collected via flow cytometry was performed with an Olympus FV1200 confocal microscope attached to an Olympus IX81 Inverted Microscope.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

Supplement 5

Supplement 6

Supplement 7

Supplement 8

Supplement 9

Supplement 10

Supplement 11

Supplement 12

Supplement 13

Supplement 14

Supplement 15

Supplement 16

Supplement 17

Supplement 18

Supplement 19

Supplement 20

Supplement 21

Figure S1: Neutrophils

Figure S2: Edu Staining of Tcf4GFPCre

Figure S3: Hes1 staining

Figure S4: Feature Plots B cells + Epi+

Figure S5: Feature Plots T cells

Figure S6: PC analysis

Figure S7: Trajectory

Figure S8: Cd2 cells

Figure S9: Apc

Table S1: Diff. expression Tcf4Lin− cells

Table S2: Seurat cluster assignments

Table S3: Diff. expression Tcf4Lin− Epi cells

Table S4: Cd2iCre crypt counts

Table S5: Single cell seq data

Table S6: Cd2iCre tumor count

Supplemental Video 1: Colonoscopy Damage

Script S1: Seurat_Tcf4Lin− cell.Rmd

Script S2: Seurat_Tcf4Lin− cell.html

Script S3: Seurat_Tcf4Lin− Epi cell.Rmd

Script S4: Seurat_Tcf4Lin− Epi cell.html

Script S5: Monocle_Tcf4Lin− cell.Rmd

Script S6: Monocle_Tcf4Lin− cell.html

## Figures and Tables

**Fig. 1:**
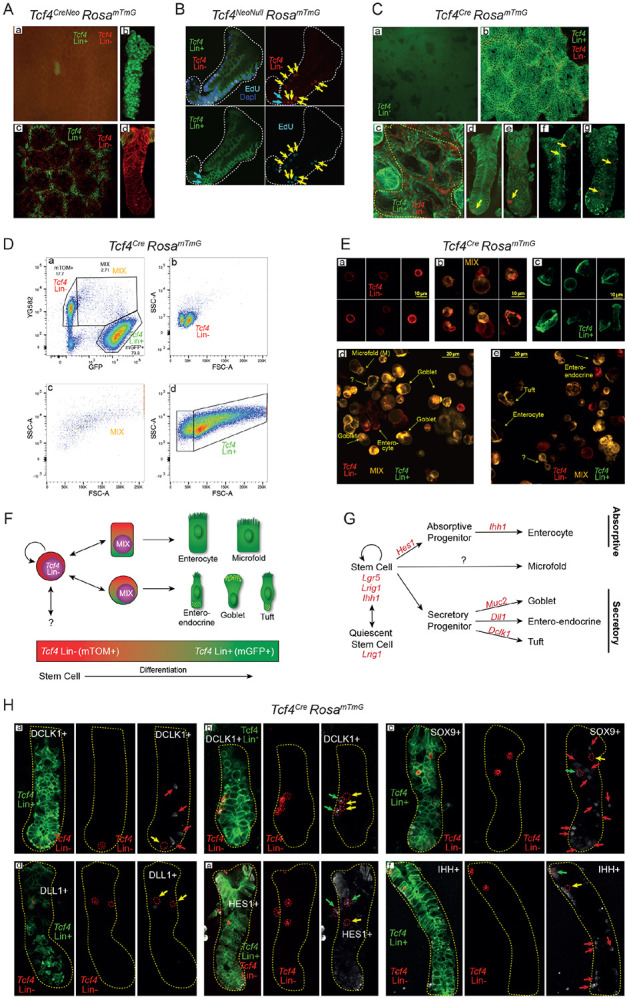
*In vivo* lineage tracing and characterization of *Tcf4* Lin− cells. (A) mGFP marks *Tcf4*^*CreNeo*^ lineage in (Aa,b) full crypts and (Ac,d) differentiated surface epithelium. (B) EdU labeled cells in a *Tcf4*^*Null*^ crypt (mGFP+) isolated from *Tcf4*^*CreNeo/Lox*^ mice are *Tcf4* Lin− (mTOM+) cells (yellow arrows). (C) *Tcf4*^*Cre*^ lineage in surface epithelium (Ca,b) and in isolated crypts (Cc-g). Yellow dotted line in (c) represents a region where crypts have been pushed out of the crypt bed. Yellow arrows mark rare *Tcf4* Lin− cells that appear at different locations throughout the crypt. (D) Isolation of single crypt cells followed by and FACS analysis (Da) demonstrates the presence of (Db) homogeneous Tcf4 Lin− and heterogeneous (Dc) MIX and (Dd) Tcf4 Lin+ cell populations. (E) Tcf4 Lin− descendants have morphological characteristics of secretory and absorptive cell types (scale bar, (Ea-c) 10 μm: (Ed-e) 20 μm). (F) Model depicting *Tcf4* Lineage tracing as stem cells become committed towards absorptive and secretory lineages and (G) the published markers associated with lineage commitment. (H) Co-staining of *Tcf4* Lin+ and Lin− cells and commitment markers. Dotted red lines encircle *Tcf4* Lin− cells. Green arrows denote *Tcf4* Lin− cells that express the commitment marker. Yellow arrows denote *Tcf4* Lin− cells that lack commitment marker expression. Red arrows denote *Tcf4* Lin+ cells that express the commitment marker.

**Fig. 2:**
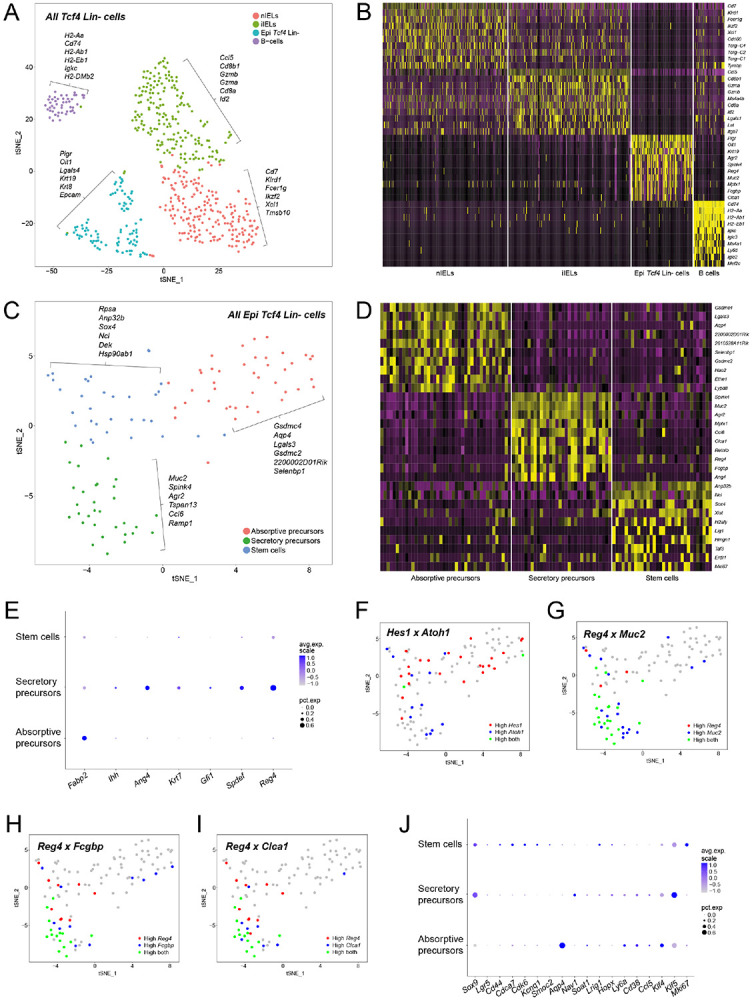
Single cell analysis reveals the presence of three distinctive clusters of stem and precursor cells within Epi *Tcf4* Lin− cells. Analysis of single cell RNA-sequencing data utilizing the R package Seurat. (A) tSNE plot clustering *Tcf4* Lin− cells into four distinctive groups. (B) Top 10 differentially expressed genes of four clusters of *Tcf4* Lin− cells displayed in a heatmap. (C) tSNE plot clustering Epi *Tcf4* Lin− cells into three distinctive groups. (D) Top 10 differentially expressed genes of three clusters of Epi *Tcf4* Lin− cells displayed in a heatmap. (E) Visualization of several absorptive and secretory precursor and differentiation markers via DotPlot, demonstrating average expression level and the percentage of cells expressing the respective gene in each cluster. (F-I) Feature plots displaying the co-expression of two genes simultaneously on the tSNE plot. (F) Co-expression of *Hes1* and *Atoh1*. (G) Co-expression of *Reg4* and *Muc2*. (H) Co-expression of *Reg4* and *Fcgbp*. (I) Co-expression of *Reg4* and *Clca1*. (J) Visualization of several published stem cell markers via DotPlot, demonstrating average expression level and the percentage of cells expressing the respective gene in each cluster.

**Fig. 3:**
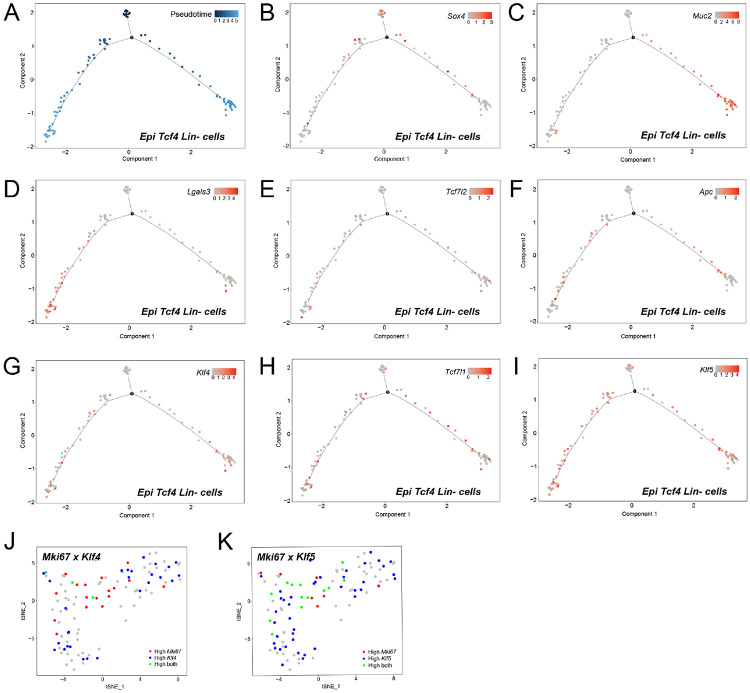
Organization of Epi *Tcf4* Lin− cells in pseudotime confirms that a stem cell cluster gives to either an absorptive or a secretory cell fate. Analysis of the pseudotime properties of Epi *Tcf4* Lin− cells by employing the monocle algorithm. (A) Single cell trajectory analysis, displaying pseudotime, places each cell along the trajectory depending on the amount of transcriptional change each cell has undergone. (B-I) Single cell trajectories displaying the expression level of a marker and placing cells in pseudotime. (B) *Sox4*, a distinctive marker of the Stem cell cluster. (C) *Muc2*, a distinctive marker of Secretory precursors. (D) *Lgals3*, a distinctive marker of Absorptive precursors. (E) *Tcf7l2*. (F) *Apc*. (G) *Klf4*. (H) *Tcf7l1*. (I) *Klf5*. (J-K) Seurat analysis: Feature plots displaying the co-expression of two genes simultaneously on the tSNE plot. (J) Co-expression of *Mki67* and *Klf4*. (K) Co-expression of *Mki67* and *Klf5*.

**Fig. 4:**
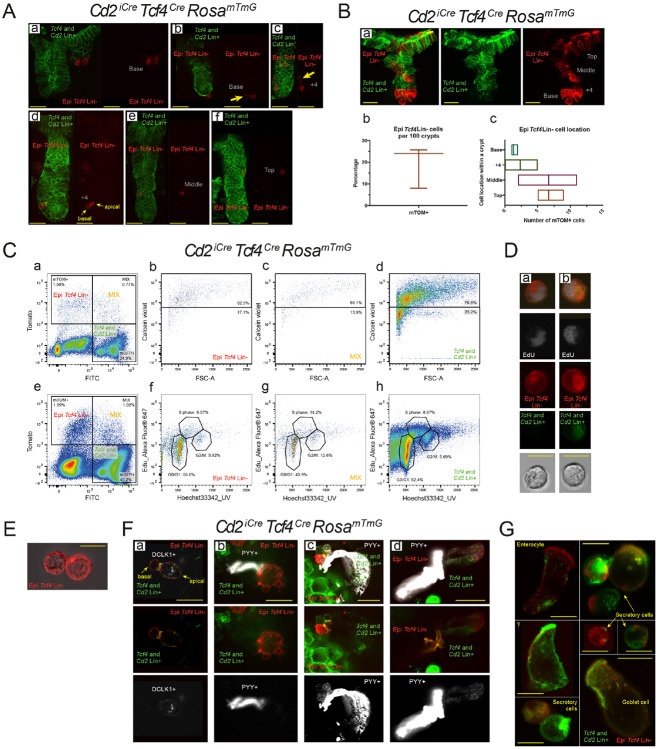
Characterization of the Epi Tcf4 Lin− population revealed a proliferative stem cell population that gives rise to secretory and absorptive lineages. (A-B) Confocal Images, cell number, and crypt location of Epi Tcf4 Lin− and MIX cells (scale bar, 50 μm). Yellow arrows mark unique cellular characteristics (C) EdU labeling and FACs analysis for cell viability (Ca-d) and proliferation (Ce-h) of Epi *Tcf4* Lin−, MIX and *Tcf4* and *Cd2* Lin+ cell populations. (D-E) A representative example of morphological analysis of fluorescence of Epi *Tcf4* Lin− and MIX cell populations combined with (D) fluorescent EdU+ and (E) differential interference contrast (Nomarski DIC; scale bar, 10 μm). (F-G) Characterization of Epi *Tcf4* Lin− and MIX populations (F) by co-staining with antibodies to known cell markers DCLK1 (Tuft) and PYY (Enteroendocrine L-cells) or (G) by morphology (scale bar in (F) is 20 μm and in (G) is 10 μm). Note that the MIX population is where mGFP and mTOM are labeling membranes in the same cell but are not overlapping.

**Fig. 5:**
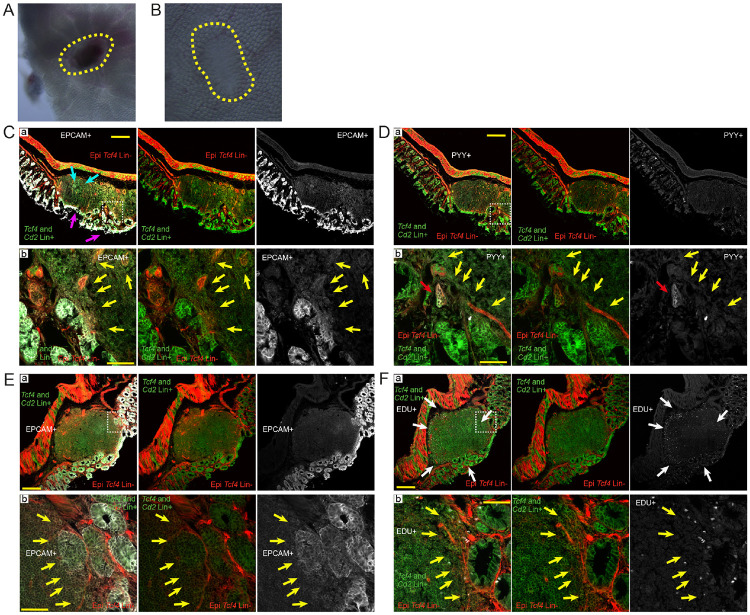
Mechanical damage in colon crypts results in recruitment to the wound bed and proliferation of Epi *Tcf4* Lin− cells for crypt restoration. Analysis of the wound bed at 3 days (A,C-D) and 5 days (B, E-F) post-endoscopic biopsy. (A-B) Whole mount microscopy of wound bed at 3 days (A) and 5 days (B) post-damage. Yellow lines encircle the wound. (C-D) 3 days following damage, adjacent tissue sections were stained with EPCAM and PYY and (E-F) 5 days following damage sections were stained with EPCAM and EdU, and analyzed along with Tcf4 lineage status. White boxes in Ca,Da,Ea,Fa (scale bar is 200 μm) denote regions of magnification in Cb,Db,Eb,Fb (scale bar is 50 μm). Turquoise arrows mark the WAE, and magenta arrows mark adjacent crypts that initially cover the wound bed. Yellow arrows mark the injury boundary. Red arrows mark PYY positive MIX cells and white arrows mark EdU+ regions of proliferation.

**Fig. 6:**
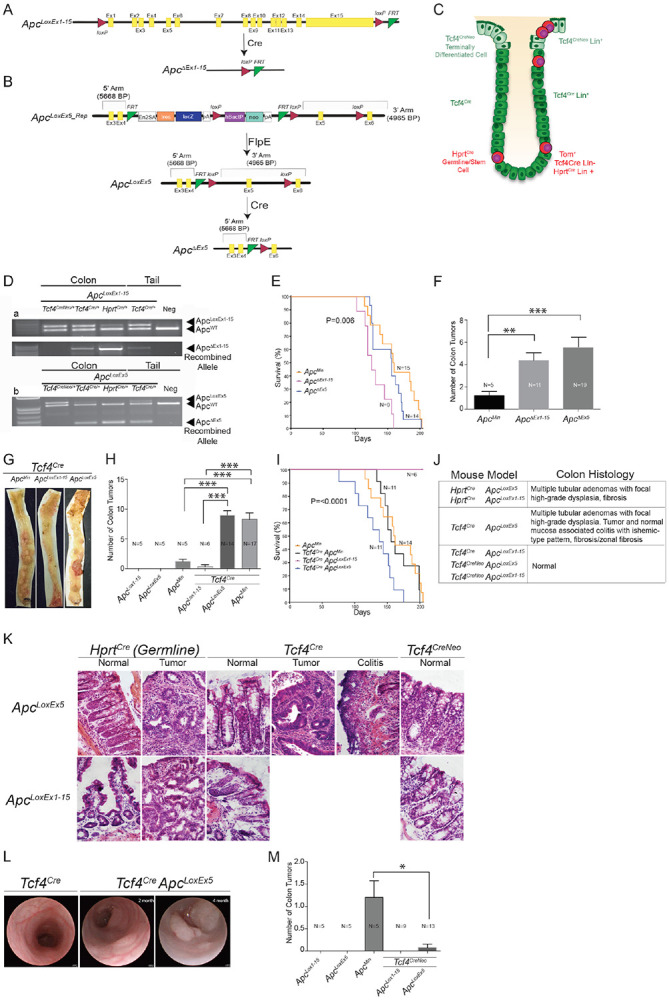
Colon tumors initiate following truncation and not deletion of *Apc* in Epi *Tcf4* Lin+ cells. Structure of the (A) *Apc*^*LoxEx1-15*^ and (B) *Apc*^*LoxEx5*^ alleles. (C) A cartoon depicting the crypt localization patterns of *Tcf4*^*Cre*^ expression, and compared to *Hprt*^*Cre*^ Germline patterns (in all cells), and *Tcf4*^*CreNeo*^ in stem cells of rare crypts and differentiated surface epithelium. (D) Genotyping analysis conducted on colon and tail tissue collected from (Da) *Apc*^*LoxEx1-15*^ and (Db) *Apc*^*LoxEx5*^ and negative control mice following Cre-dependent recombination. (E) Survival Curves for *Apc*^*Min/*+^, *Apc*^**Δ***Ex1-15*^ *(Hprt*^*Cre*^ *Apc*^*LoxEx1-15/*+^) and *Apc*^**Δ***Ex5*^ *(Hprt*^*Cre*^ *Apc*^*LoxEx5/*+^) mice. Median survival days were 159 (n=14), 125 (n=9), and 156 (n=14), respectively. P values by chi-square statistic were calculated using the log rank Mantel-Cox test. (G-H) Whole mount colons (G) and colon tumor counts (H) in colons isolated from 4-month-old *Apc*^*LoxEx5*^ *Tcf4*^*Cre*^ *and Apc*^*LoxEx1-15*^ *Tcf4*^*Cre*^ animals. ***p = 0.0005 using two–sample t- test with Welch correction. Error bars were calculated using SEM. (I) Survival Curves for *Tcf4*^*Cre/*+^ *Apc*^*Min/*+^, *Tcf4*^*Cre/*+^ *Apc*^*LoxEx5/*+^ and *Tcf4*^*Cre/*+^ *Apc*^*LoxEx1-15*^ with *Apc*^*Min/*+^ animals for comparison. Median survival days were 154 (n=11; *Tcf4*^*Cre/*+^ *Apc*^*Min/*+^) and 136 (n=11; *Tcf4*^*Cre/*+^ *Apc*^*LoxEx5/*+^). At the end of the 8-month study, all *Tcf4*^*Cre/*+^ *Apc*^*LoxEx1-15/*+^ animals survived and had no visible phenotypes and were censored from the study. P values by chi-square statistic were calculated using the log rank Mantel-Cox test for greater than 3 groups. (J) Histological analysis summary and (K) histology of colon tissue sections of colons isolated from *Apc*^*LoxEx1-15*^ and *Apc*^*LoxEx5*^ conditionally deleted by *Hprt*^*Cre*^ *Tcf4*^*Cre*^ and *Tcf4*^*CreNeo*^ driven recombination. (L) Representative endoscopy of the colon in 2 month and 4-month-old *Tcf4*^*Cre/*+^ *Apc*^*LoxEx5/*+^ animals. (M) colon tumor counts in colons isolated from 4-month-old *Apc*^*LoxEx5*^*Tcf4*^*CreNeo*^ *and Apc*^*LoxEx1-15*^ *Tcf4*^*CreNeo*^ animals. *p = 0.05 using two–sample t- test with Welch correction. Error bars were calculated using SEM.

**Fig. 7:**
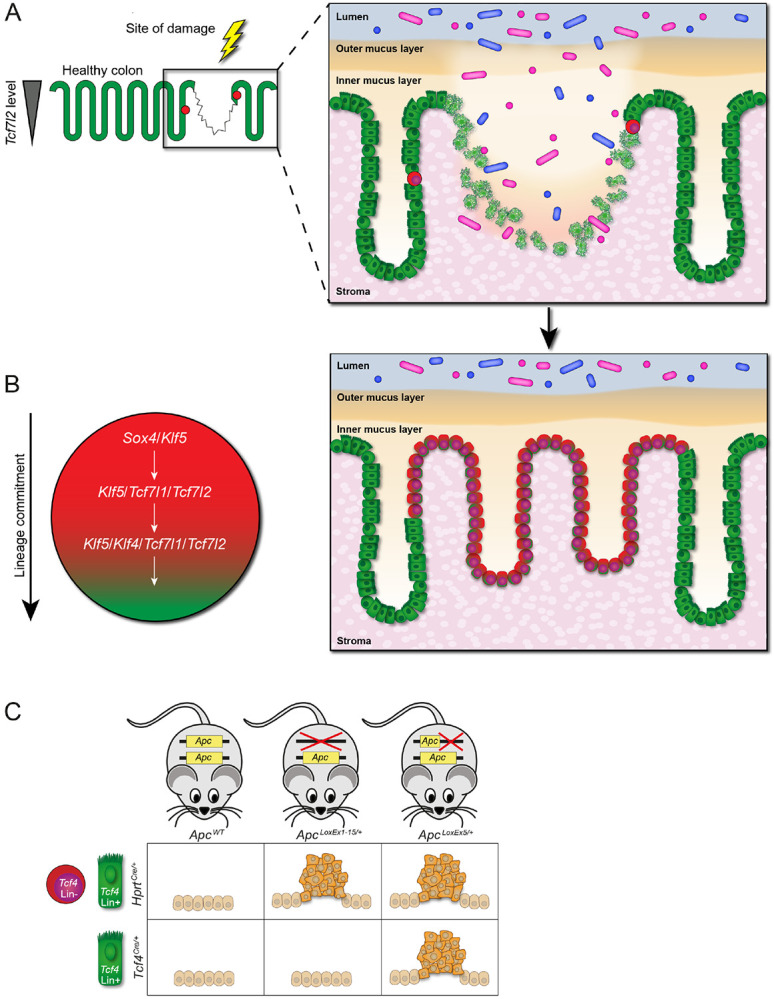
Model depicting the role of Epi *Tcf4* Lin− cells in barrier repair and tumorigenesis. Our data suggest a model whereby (A) Epi *Tcf4* Lin− cells represent a rare pool of stem cells that migrate to and repair sites of damage by replenishing the epithelium and mucus layer with a 1:1 ratio of absorptive to secretory cells, (B) Epi *Tcf4* Lin− stem cells form all cell types of the large intestine upon expression of *Tcf4*, and (C) The Epi *Tcf4* Lin− cell represents the cell-of-origin for colon tumors driven by heterozygous germline deletion of *Apc*.

# Supplementary material for: A Rare T-Cell Factor 4 Lineage-negative Epithelial Stem Cell Supports Wound Repair and APC-deletion-induced Colon Tumorigenesis
**Source:** bioRxiv. 2026 Mar 18:2026.03.17.712502. Preprint. [Version 1] doi: 10.64898/2026.03.17.712502
**Supplement:** Supplement 1

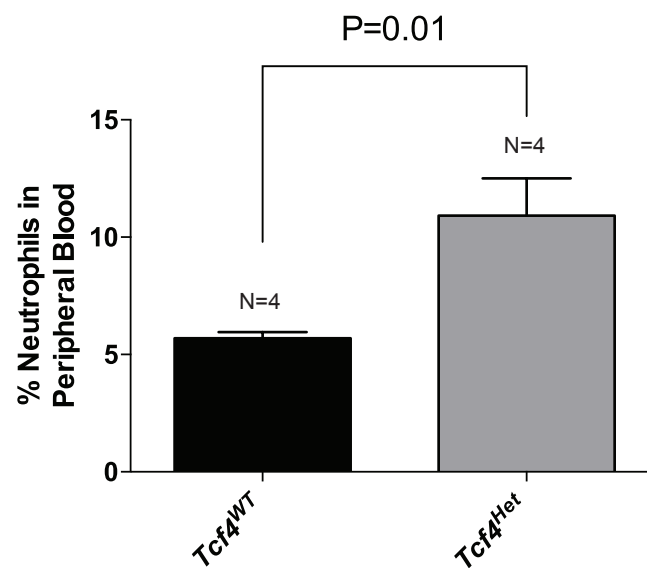

**Fig. S1: Percentage of Peripheral Neutrophils is higher in *Tcf4*<sup>Het</sup> animals compared to *Tcf4*<sup>WT</sup> males, related to Fig.1.**  $P < 0.05$  using two-sample t-test with welch correction. Error bars were calculated using SEM.

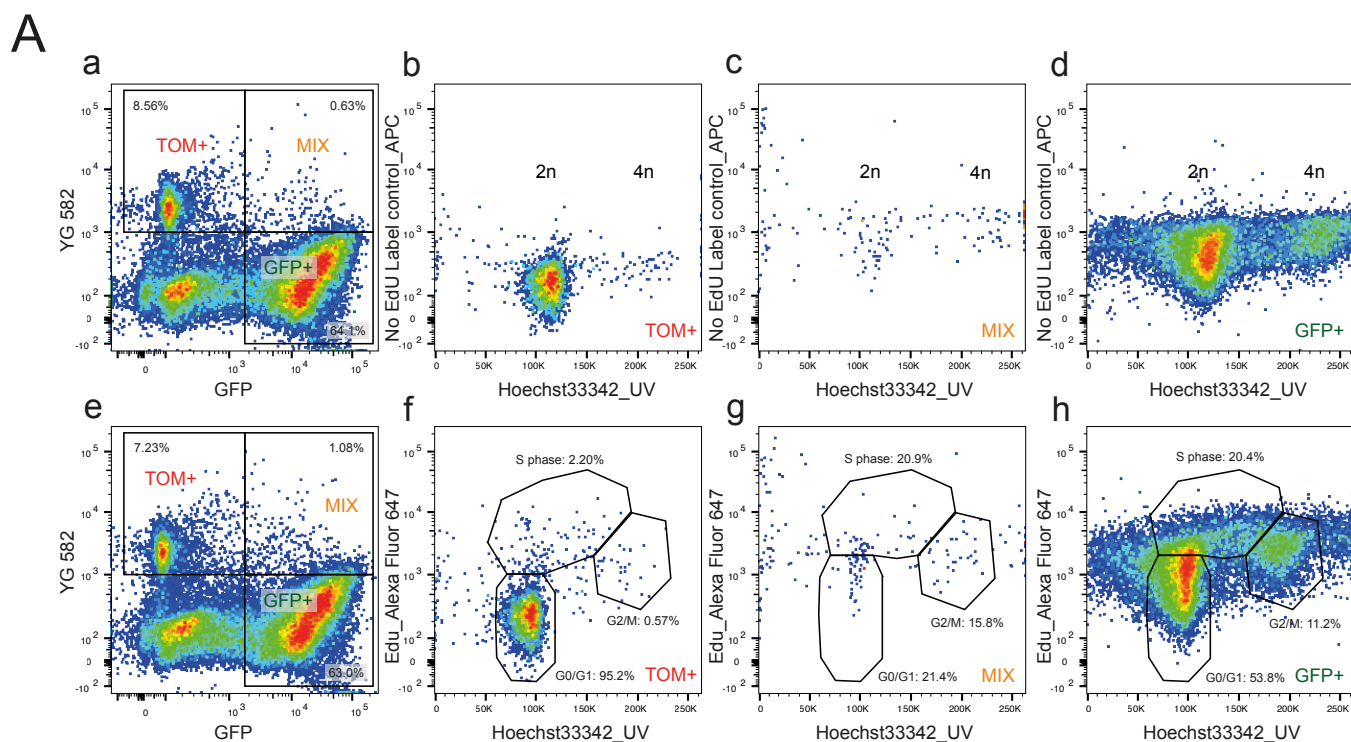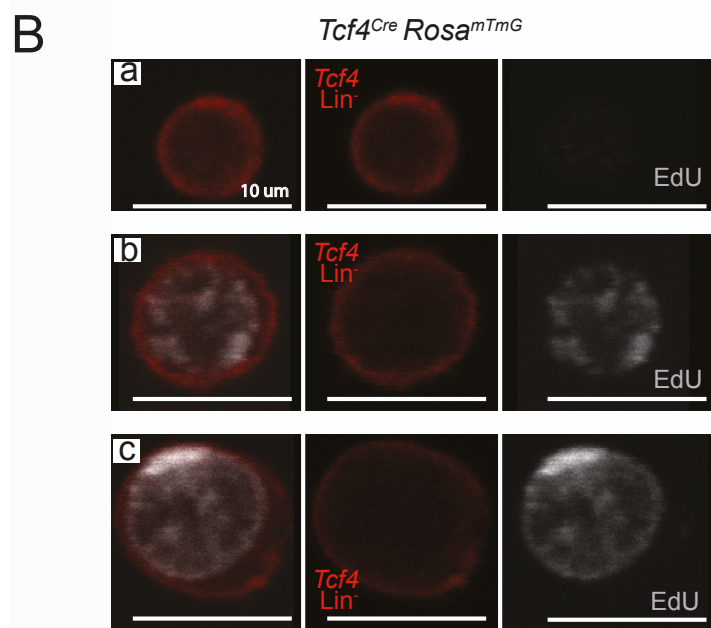

**Fig. S2: Proliferation and cell cycle studies *Tcf4<sup>Cre</sup> Rosa<sup>mTmG</sup>* mouse, related to Fig. 1.** (A) Representative flow cytometric analysis of (Aa-d) unlabeled and (Ae-h) cell cycle analysis of the EdU labeled populations. (B) Characterization of FACs sorted Tom<sup>+</sup> Edu<sup>+</sup> cells by confocal microscopy.

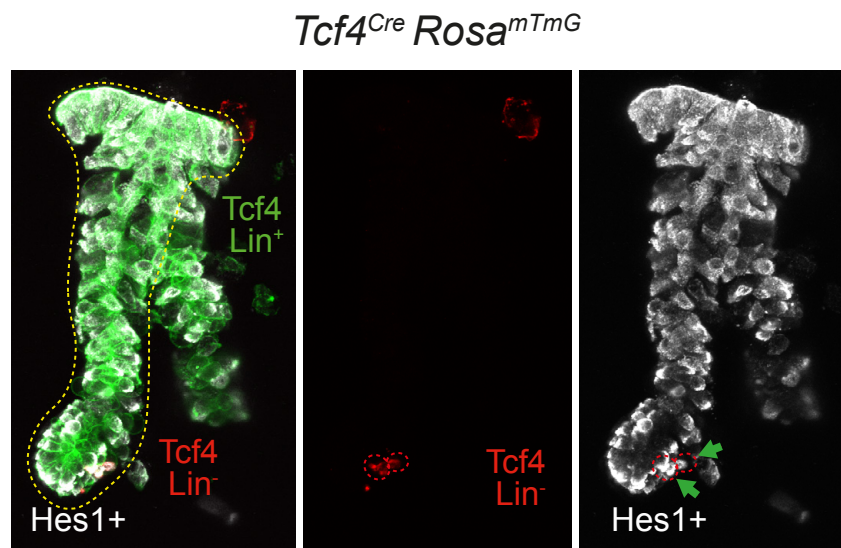

**Fig. S3: Co-staining of the *Tcf4* Lin<sup>-</sup> population and HES1, related to Fig. 1.**  
 Immunofluorescence staining of colonic crypts of a *Tcf4<sup>Cre</sup> Rosa<sup>mTmG</sup>* mouse with anti-Hes1 antibody. Dotted red lines encircle *Tcf4* Lin<sup>-</sup> cells. Green arrows denote *Tcf4* Lin<sup>-</sup> cells that express the HES1.

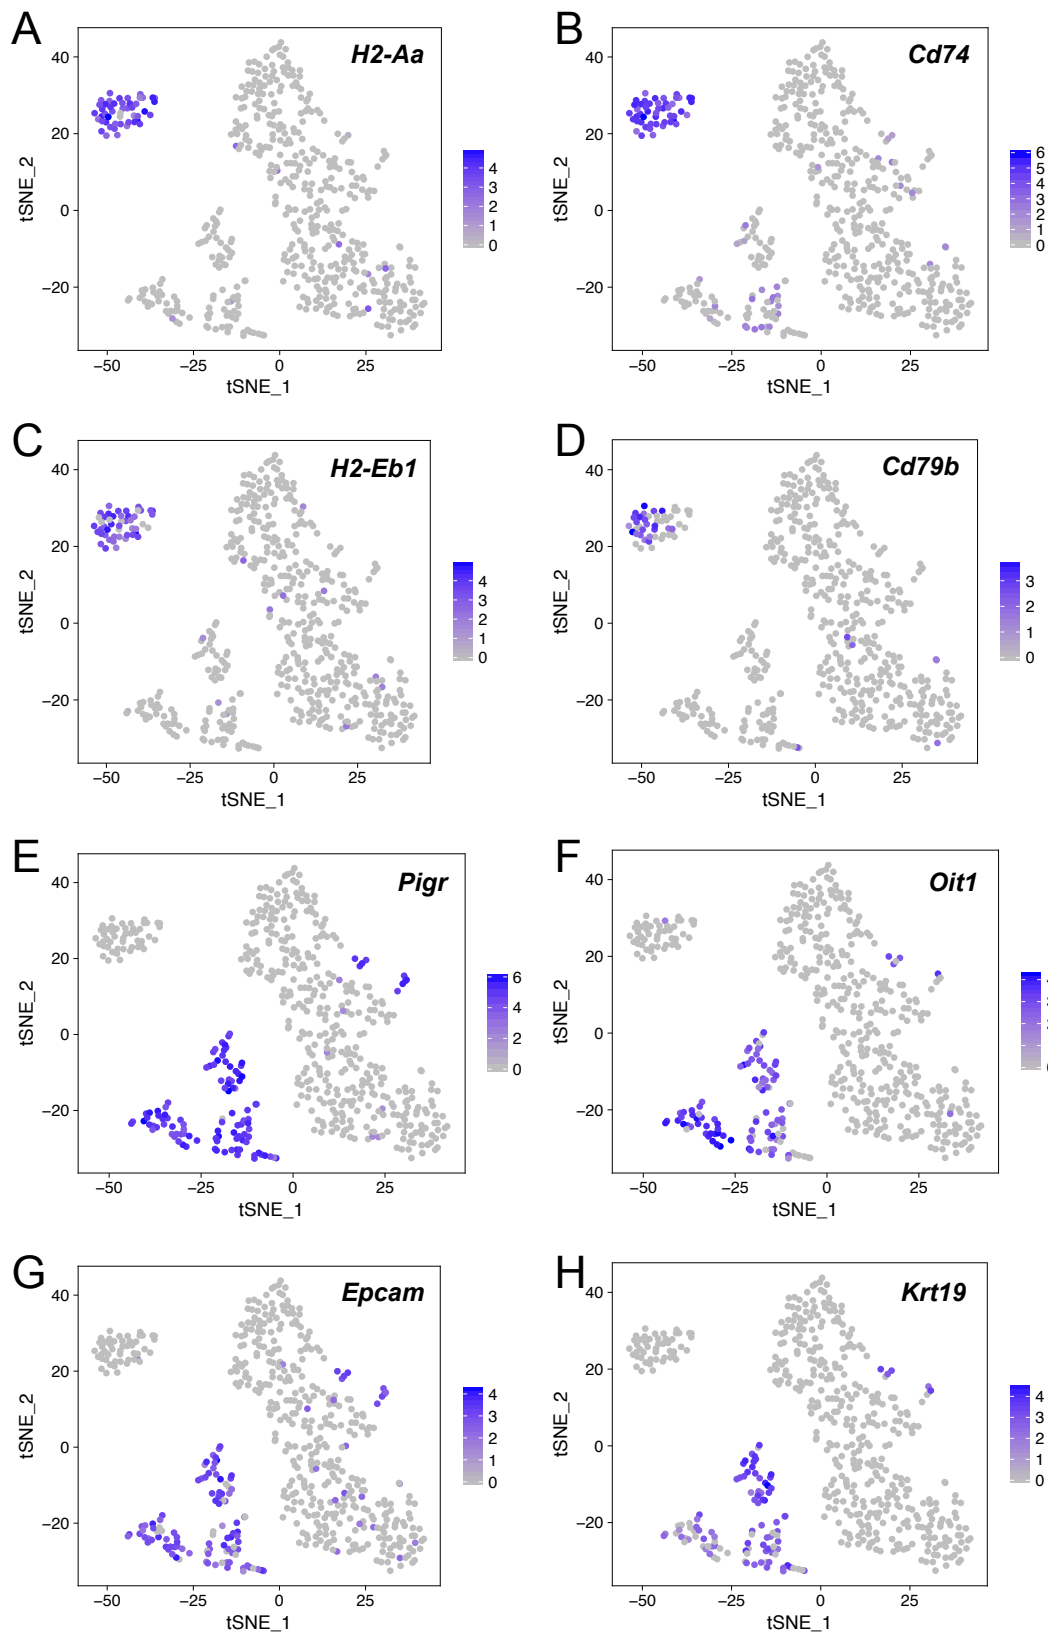

**Fig. S4: Expression of B-cell and epithelial cell markers in *Tcf4* Lin<sup>-</sup> cells, related to Fig. 2.**

Feature Plots are a tool in the R package Seurat and visualize marker expression, including expression levels, on a tSNE plot. (A-D) Feature Plots of B-cell markers. (A) *H2-Aa*. (B) *Cd74*. (C) *H2-Eb1*. (D) *Cd79b*. (E-H) Feature Plots of epithelial cell markers. (E) *Pigr*. (F) *Oit1*. (G) *Epcam*. (H) *Krt19*.

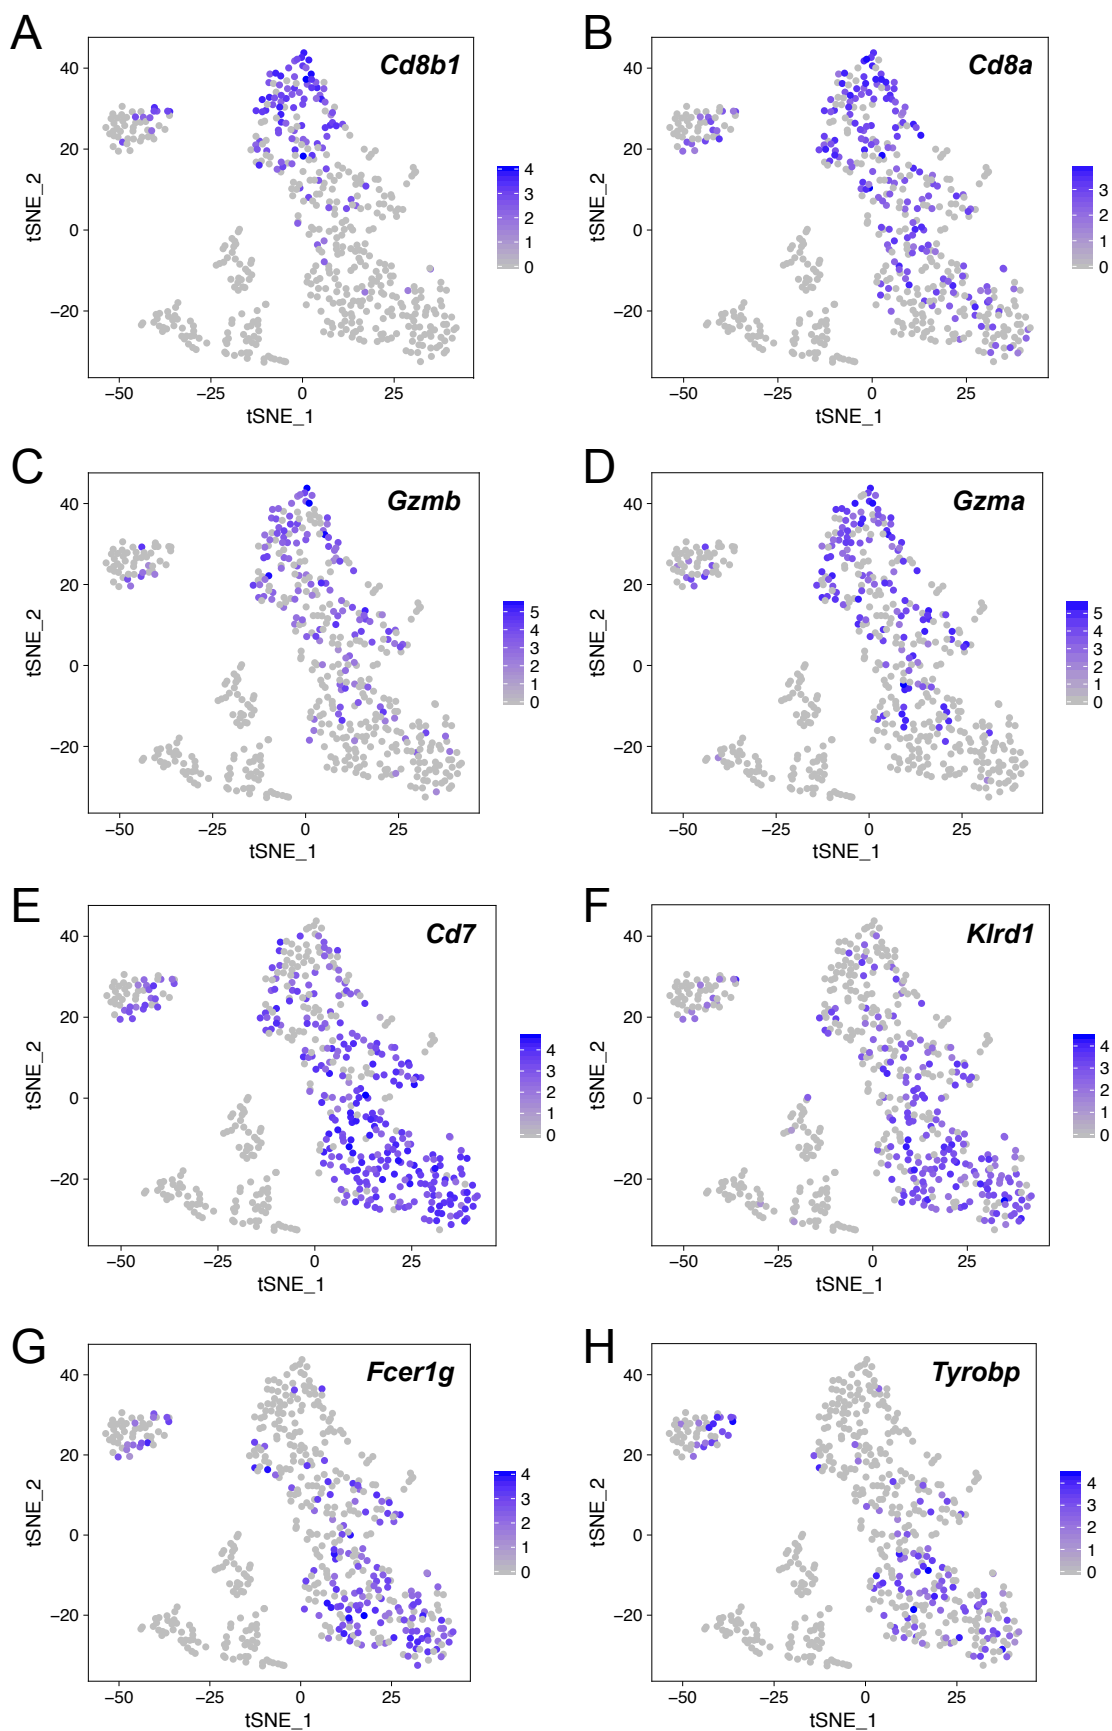

**Fig. S5: Expression of IEL markers in *Tcf4* Lin<sup>-</sup> cells, related to Fig. 2.** Feature Plots are a tool in the R package Seurat and visualize marker expression, including expression levels, on a tSNE plot. (A-D) Feature Plots of iIEL markers. (A) *Cd8b1*. (B) *Cd8a*. (C) *Gzmb*. (D) *Gzma*. (E-H) Feature Plots of nIEL markers. (E) *Cd7*. (F) *Klrd1*. (G) *Fcer1g*. (H) *Tyrobp*.

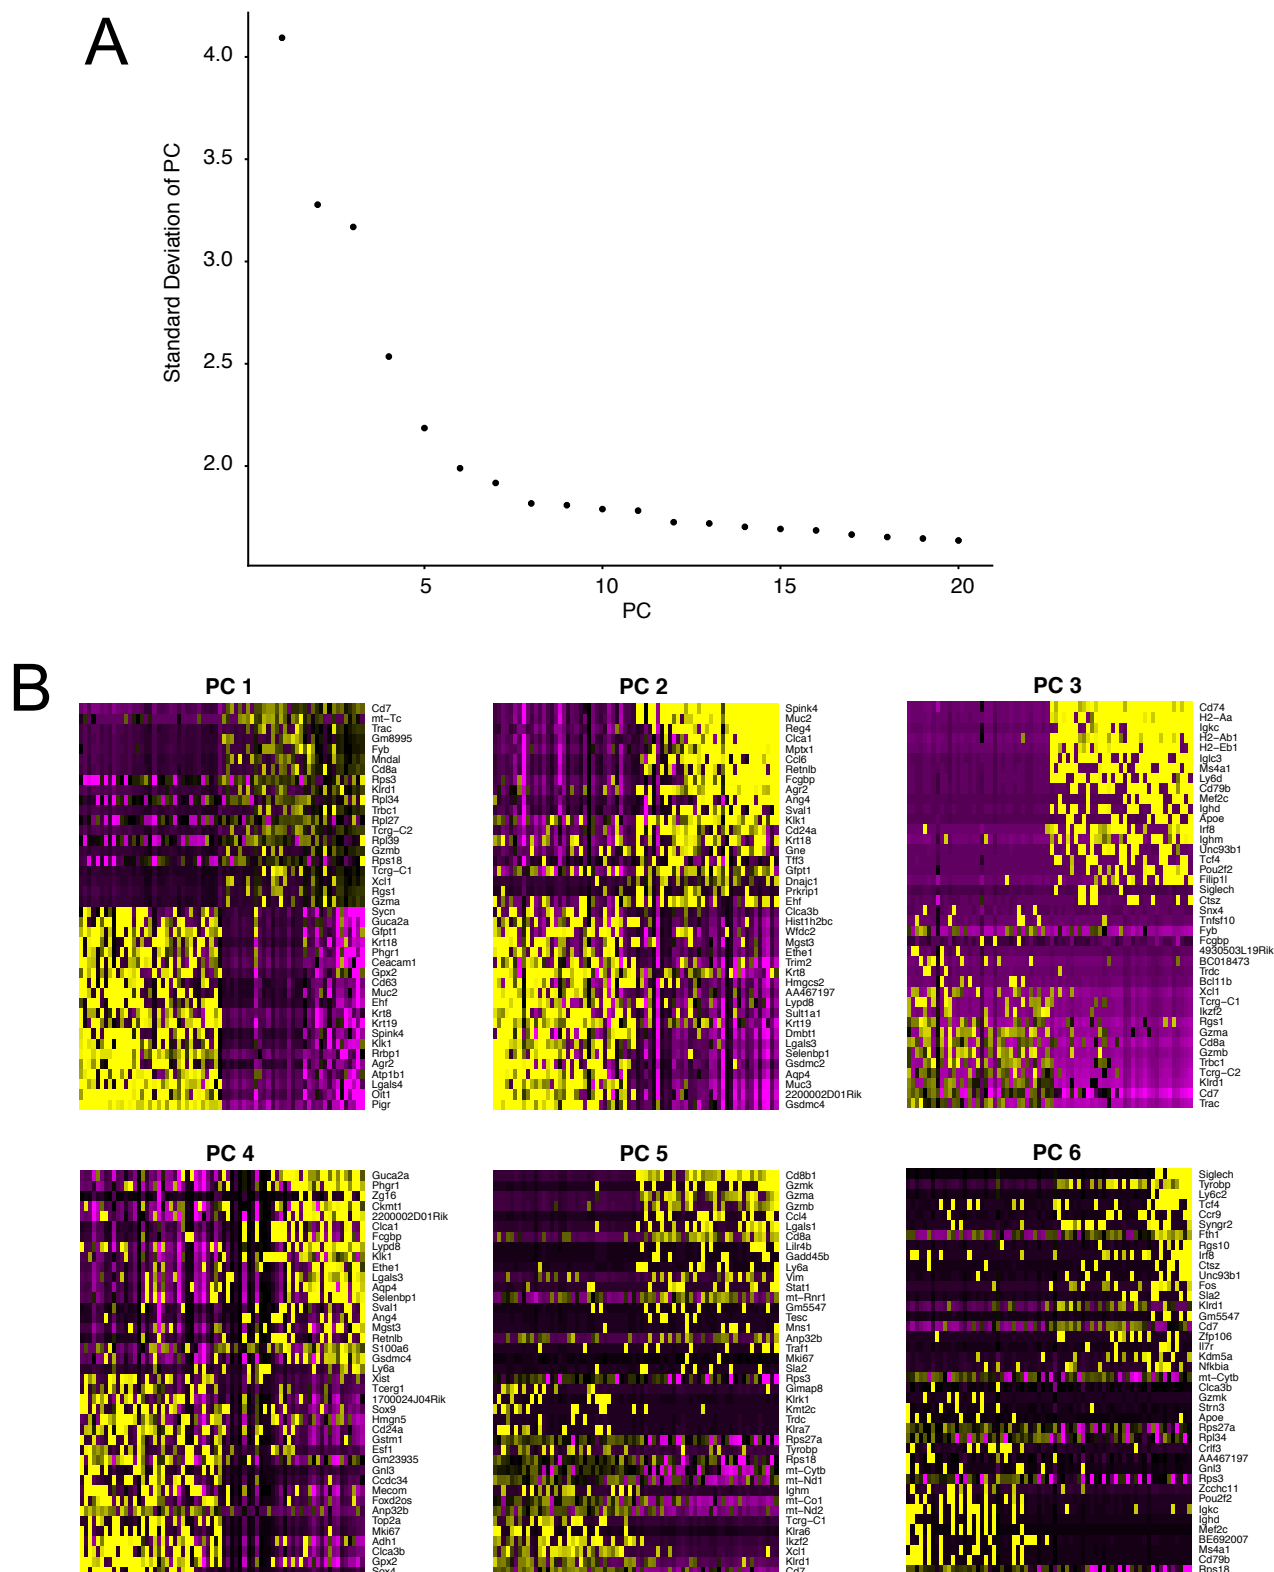

**Fig. S6: Identification of statistically significant principal components, related to Fig. 2.** Analysis of single cell RNA-sequencing data utilizing the R package Seurat. (A) Plot of the standard deviations of principle components to determine which principle components to include in further analysis. (B) PCHeatmap displays heterogeneity of dataset by ordering cells and genes according to their principal component analysis (PCA) scores.

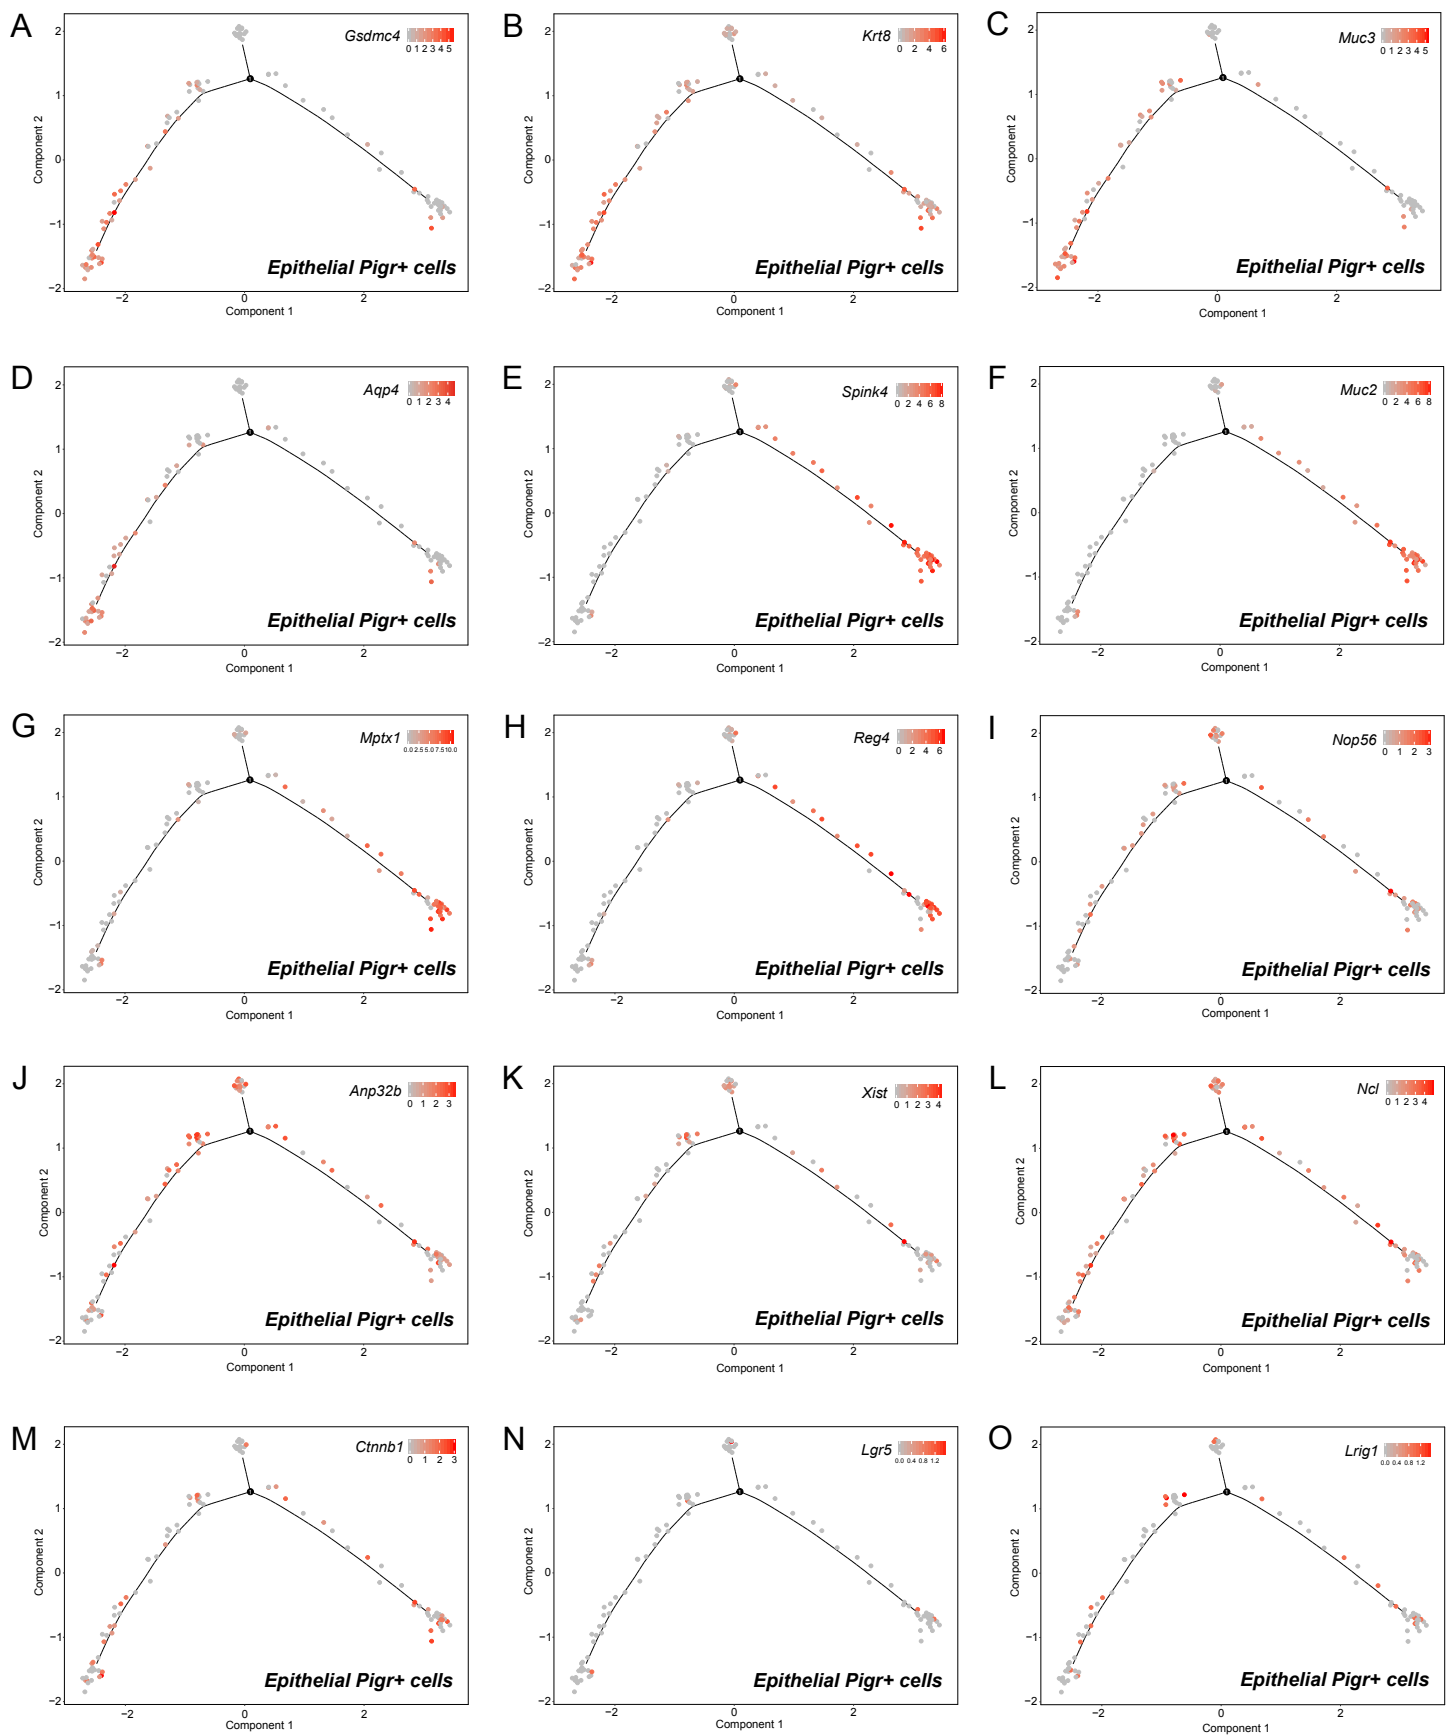

**Fig. S7: Organization of Epi *Tcf4* Lin<sup>-</sup> cells in pseudotime confirms that a stem cell cluster gives to alternative cell fates, either absorptive or secretory, related to Fig. 3.** Analysis of the pseudotime properties of Epi *Tcf4* Lin<sup>-</sup> cells by employing the monocle algorithm. (A-O) Single cell trajectories displaying the expression level of a marker and placing cells in pseudotime. (A) *Gsdmc4*. (B) *Krt8*. (C) *Muc3*. (D) *Aqp4*. (E) *Spink4*. (F) *Muc2*. (G) *Mptx1*. (H) *Reg4*. (I) *Nop56*. (J) *Anp32b*. (K) *Xist*. (L) *Ncl*. (M) *Ctnnb1*. (N) *Lgr5*. (O) *Lrig1*.

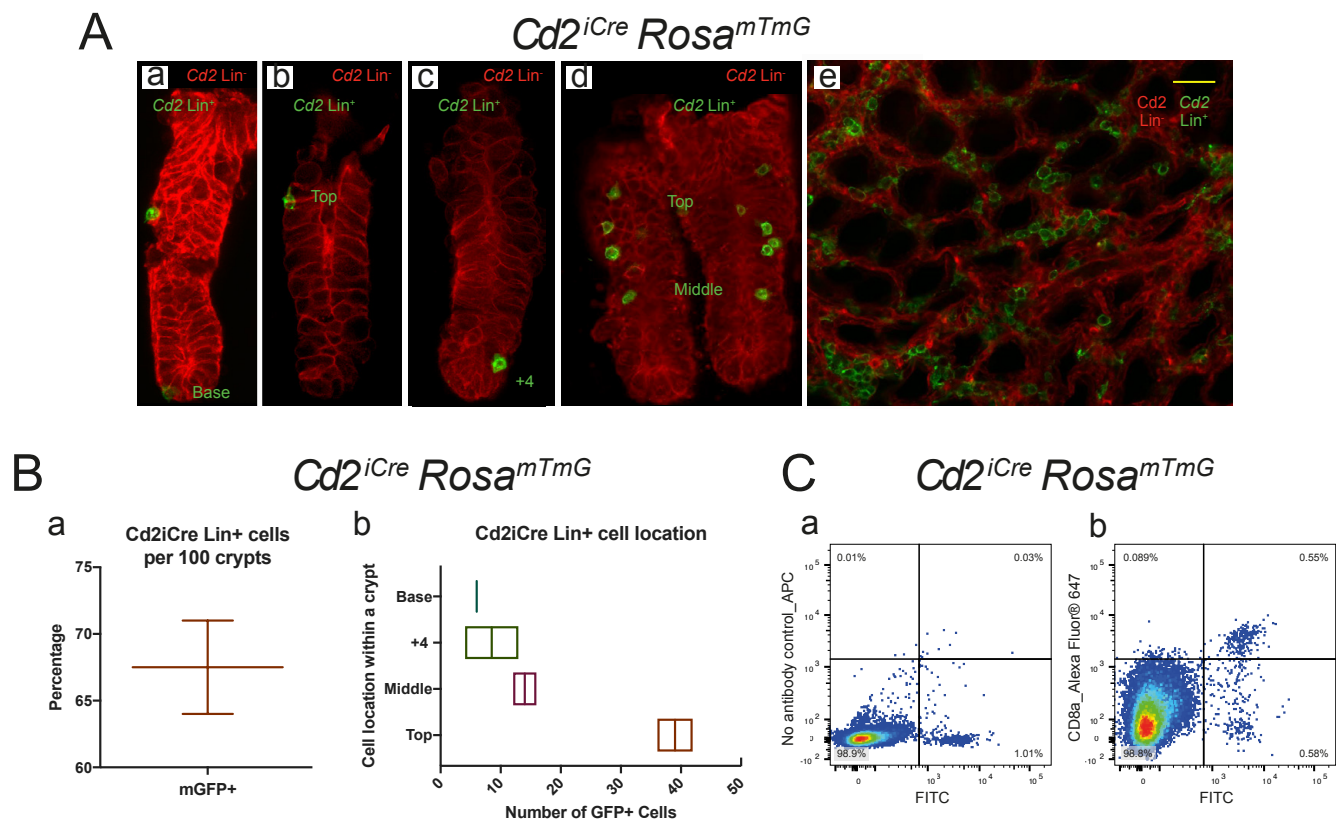

**Fig. S8: Lineage analysis of *Cd2<sup>iCre</sup>* expression in colonic crypts of *Cd2<sup>iCre</sup> Rosa<sup>mTmG</sup>* mouse, related to Fig. 4.** (Aa-d) Localization of *Cd2<sup>iCre</sup>* positive cells (mGFP) throughout the crypt and (Ae) in the intercryptal region of the colon surface following crypt isolation. (B) mGFP+ cell numbers per 100 crypts and crypt location of *Cd2<sup>iCre</sup>* Lin+ cells. (C) Representative FACs of anti-Cd8a stained single colon crypt cells isolated from *Cd2<sup>iCre</sup>* lineage. (scale bar, 50  $\mu$ m).

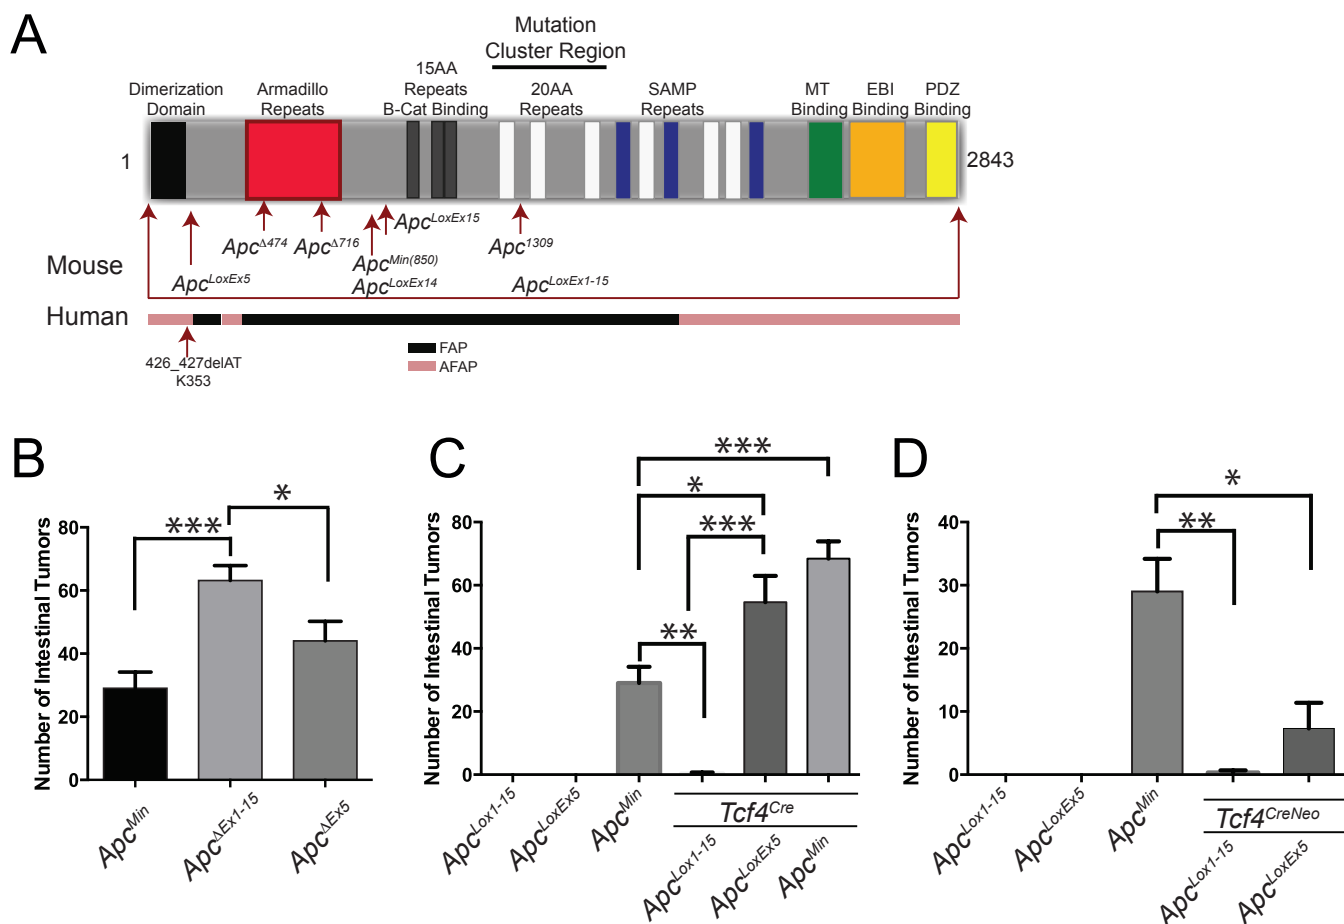

**Fig. S9: Cartoon depicting location of *Apc* mutations in common mouse models and Cre-driven intestinal tumorigenesis, related to Fig. 6.** Intestinal tumorigenesis following recombination of (A) *Apc*<sup>LoxEx1-15</sup> and *Apc*<sup>LoxEx5</sup> in (B) the germline using *Hprt*<sup>Cre</sup>, (C) *Tcf4*<sup>Cre</sup> and (D) *Tcf4*<sup>CreNeo</sup> driven recombination. Intestinal tumorigenesis counts as described in Fig. 6 of the main text. \*p = 0.05, \*\*p = 0.005, \*\*\*p = 0.0005 using two-sample t- test with Welch correction. Error bars were calculated using SEM.

# Supplementary material for: A Rare T-Cell Factor 4 Lineage-negative Epithelial Stem Cell Supports Wound Repair and APC-deletion-induced Colon Tumorigenesis
**Source:** bioRxiv. 2026 Mar 18:2026.03.17.712502. Preprint. [Version 1] doi: 10.64898/2026.03.17.712502
**Supplement:** Supplement 2

**Supplemental Tables description:**

**Table S1: Diff. expression Tcf4Lin- cells**

Description: For all Tcf4Lin- cells, genes expressed in each individual cluster were compared to all other cells and a list with most differentially expressed genes printed. 

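Table S1 gives, for each cluster of all cells, the genes that differ from the other cells, with the share of cells that hold a count and an average difference on a natural log scale. From the UMI counts, the same quantities were computed for the 2632 entries of Tables S1 and S3 taken together. Of these entries, 2627 had a row in the matrix. The shares came within 0.05 percentage points of the listed ones, the average differences within 0.0394, and the sign of all 2627 was the same. The adjusted p-values of the table take cells as replicates, so that they do not cover differences between mice or pools.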

The list shows genes that can be detected at a minimum percentage of 25%.

Worksheet exports:

- Table_S1_Diff._expression_Tcf4Lin-_cells__01_Summary.csv

- Table_S1_Diff._expression_Tcf4Lin-_cells__02_MAH_X1_X2_resultsC0_25percent.t.csv

- Table_S1_Diff._expression_Tcf4Lin-_cells__03_MAH_X1_X2_resultsC1_25percent.t.csv

- Table_S1_Diff._expression_Tcf4Lin-_cells__04_MAH_X1_X2_resultsC2_25percent.t.csv

- Table_S1_Diff._expression_Tcf4Lin-_cells__05_MAH_X1_X2_resultsC3_25percent.t.csv

**Table S2: Seurat cluster assignments**

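Table S2 has separate lists for all cells and for the epithelial cells. The lists differ for some cells. Of the cells in the epithelial list, 92 are epithelial Pigr+ cells in the list of all cells, 11 are iIELs and 3 are nIELs, and 1 epithelial Pigr+ cell is not in the epithelial list. Of the 14 cells with an IEL label, 13 held at least 2 UMIs of epithelial markers, and 1 held at least 2 UMIs of T-cell markers.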

Description: Cluster assignment of each individual cell in the tSNE analysis of Seurat.

Worksheet exports:

- Table_S2_Seurat_cluster_assignments__01_cluster_assignments_ALL.csv

- Table_S2_Seurat_cluster_assignments__02_cluster_assignments_Epi_cell.ts.csv

**Table S3: Diff. expression Tcf4Lin- Epi cells**

Description: For all Tcf4Lin- Epi cells, genes expressed in each individual cluster were compared to all other cells and a list with most differentially expressed genes printed. 

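Table S3 compares each of the 3 subclusters with the other epithelial cells in the way Table S1 does for the clusters of all cells. Its shares are over 32 stem cells, 32 secretory precursors or 42 absorptive precursors, so that 1 cell changes a share by more than 2 percentage points.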

The list shows genes that can be detected at a minimum percentage of 25%.

Worksheet exports:

- Table_S3_Diff._expression_Tcf4Lin-_Epi_cells__01_Summary.csv

- Table_S3_Diff._expression_Tcf4Lin-_Epi_cells__02_MAH_X1_X2_resultsC0_PIGR_25perc.csv

- Table_S3_Diff._expression_Tcf4Lin-_Epi_cells__03_MAH_X1_X2_resultsC1_PIGR_25perc.csv

- Table_S3_Diff._expression_Tcf4Lin-_Epi_cells__04_MAH_X1_X2_resultsC2_PIGR_25perc.csv

**Table S4: Cd2iCre crypt counts**

Description: The number and location of green cells in isolated crypts of *Cd2iCre* *Rosa^mTmG^* mice and red cells in isolated crypts of *Tcf4^Cre^ Cd2^iCre^ Rosa^mTmG^* mice. 100 crypts were counted per colon.

Worksheet exports:

- Table_S4_Cd2iCre_crypt_counts__01_950_10.csv

- Table_S4_Cd2iCre_crypt_counts__02_954_2.csv

- Table_S4_Cd2iCre_crypt_counts__03_951_1.csv

- Table_S4_Cd2iCre_crypt_counts__04_950_8.csv

- Table_S4_Cd2iCre_crypt_counts__05_955_2.csv

**Table S5: Single cell seq data**

Description: Single cell gene read per barcode.

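A table of counts per barcode lists how often each gene was found in each cell before any normalization, so that the counts of a cell can be compared with those of another only after division by its total. Table S5 itself was not used here. In the UMI counts analysed here, barcodes outside Table S2 are included, and the suffix X1 marks 1042 barcodes and X2 marks 75.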

Worksheet exports:

- Table_S5_Single_cell_seq_data__01_MAH_X1_X2_counts.txt.csv

**Table S6: Cd2iCre tumor count**

Description: Tumor counts for several *ApcLox^Ex1-15^ Cd2^iCre^* or *ApcLox^Ex5^ Cd2^iCre^* mice.

Worksheet exports:

- Table_S6_Cd2iCre_tumor_count__01_Tumor_count.csv

How the deposited data were processed for this re-analysis (not part of the article)

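Single crypt cells of Tcf4Cre RosamTmG mice between 4 and 10 months of age were profiled by Drop-seq. The labels describe 2 pools, of samples 1 to 3 and of samples 4 to 6, both under 1 condition of pooled Tcf4 Lin− and MIX cells. The authors counted UMIs per gene and barcode with the Drop-seq pipeline, and the submitters' processing notes name STAR 2.5.0, Picard and the builds hg19 and mm10, since human cells were mixed in. The counts values were used as deposited by the authors, as whole numbers without normalization, in 1 matrix of 19294 gene symbols and 1117 barcodes. Of the symbols, 18604 (96.4%) are in GENCODE M21, from which the positions on GRCm38 were taken. The gene annotation behind the counts, the settings for joining UMIs and the filters on cells before deposition are not given in the paper's text or in the labels. Barcodes end in X1 or X2, and neither suffix could be assigned to a pool or a sort. All cells were therefore treated as 1 sample. Values within a barcode set describe that set and do not compare conditions. Without replicates, no p-value was computed and no differentially expressed genes were counted.

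Cells were joined to the authors' 4 clusters and 3 epithelial subclusters by barcode, through Table S2, and no cell was assigned in any other way. Depth per assigned cell was between 504 and 23205 UMIs with a median of 1126, and the 3 subclusters held 69046 (stem cells), 128664 (secretory precursors) and 151780 UMIs (absorptive precursors). Levels were summed UMIs per 1000000 (CPM) with exact Poisson 95% intervals, and folds compared a cluster with the other cells of the same clustering, with an exact binomial interval on the UMIs. These intervals treat UMIs as independent, although some clusters hold few deep cells. A count of 0 was taken as up to 3 counts. Shares of cells with at least 1 UMI had exact Clopper-Pearson 95% intervals, and were also computed with at least 2 UMIs and with each cell thinned in 100 draws to 800 UMIs (epithelial subclusters, where 18 cells with fewer UMIs were left out) or 700 UMIs (all assigned cells, where 84 were left out). The number of cells with UMIs of both of 2 genes was set beside the number that independent detection gives.

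The re-clustering used log-normalised counts, 1000 variable genes, 5 principal components and k-means with 50 restarts, and genes in at least 3 cells. A version with each gene scaled to unit variance was run before the unscaled one and its values had been seen. The unscaled version was taken as the main one because the plan fixed before the data were examined names no scaling, and the scaled one is given as an alternative. Pseudotime was a diffusion pseudotime with 10 principal components and 15 neighbours, rooted at the central cell of the stem cell subcluster. It stands in for the Monocle run, whose scripts were not used here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5 and scikit-learn 1.9.0 were used, with pandas 2.3.3.

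The genes reported are the 117 that the paper names for its Drop-seq data, of which 109 had a row in the matrix under the symbol used here, and for each cluster and subcluster the 5 genes with the largest fold among genes with at least 20 UMIs and a higher level in the cluster within both barcode sets. This rule was fixed before the data were examined, although the values of the paper's tables had been seen. Marker lists for cell types were fixed at the same time. Alternatives were another level (mean of each cell's own CPM, or the Seurat average on a natural log scale), totals without 346 mitochondrial and ribosomal protein genes, each barcode set alone, only cells also called epithelial in the list of all cells, clusters from the re-clustering, no doublets, and leaving out the cell with the most UMIs of a gene. Joining of related barcodes, the scaled re-clustering and pseudotime, and 1 filter on barcodes were added after the data had been seen.

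The computation of folds was tested on simulated data made from these counts, with 200 of 3013 genes changed between stem cells and the other epithelial cells. Totals per cluster were drawn as independent UMIs, which is also what the interval assumes, and differences between cells were left out. The test therefore checks the computation and does not cover genes whose UMIs are mostly in few cells. Genes changed by 2, 4 and 8 times had median folds of 1.97, 4.06 and 7.94, and the interval held the true fold for 97.1%, 92.1% and 97.1% of them. A change of 2 times had an interval above 1 for 55.9% of these genes, and 1.56% of unchanged genes had one. Between the epithelial cluster and the other cells, the medians were 2.01, 3.93 and 7.79.

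The sorts, stainings, wounding and tumor experiments were not used here, nor were human cells. The genes Alpi, Cck, Gcg, Msi1, Olfm4, Pyy, Sct and Tert, and some others of the marker lists, are not reported here and are in no sum of markers, and the gene groups that the paper names for absorptive precursors were not analysed here.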

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

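The test of likeness between related barcodes was fixed before its result was seen, and the other tests here were chosen only after the result was seen. The labels name 1 condition, so that no biological explanation from the design was tested.

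Siglech, a gene that the paper does not discuss, had 81 UMIs in the B cell cluster and none in the 469 other assigned cells, which allows a share of up to 0.640% there. It drew attention as a signal outside the paper's genes and above the limit of a count of 0. Of the 47 cells of the cluster, 7 held at least 2 Siglech UMIs (14.9%, 6.20% to 28.3%), 5 of barcode set X1 and 2 of set X2. Their median depth was 1361 UMIs, against 1503 in the 39 cells without Siglech. Free RNA would be spread over cells by depth, but 96.3% of the Siglech UMIs (89.6% to 99.2%) were in 6 cells, and the cells outside the cluster held 91.0% of all UMIs and no Siglech. Doublets with a B cell would carry B cell transcripts. The 4 B cell genes Cd79a, Cd79b, Ms4a1 and Igkc had 3 UMIs in these cells, a level 4.74% (0.973% to 13.9%) of that in the cells without Siglech, which argues against them. Plasmacytoid dendritic cells are a candidate source. The other 6 genes on the list for that cell type, fixed before the data were examined, were together 11.9-fold higher (8.44 to 16.8) than in the cells without Siglech. The most abundant were Irf8 (6.55-fold), Tcf4, which is not the paper's Tcf4 (8.40-fold), and Ly6c2 (44.8-fold). Cd74 and H2-Aa, which such cells share with B cells, were at 0.416 and 0.648 times the level of the other cells. The paper's sort selected TOM and/or GFP positive cells by scatter and names no gate that would remove this cell type. The reading as plasmacytoid dendritic cells is a hypothesis that was found and tested on the same 7 cells.

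Of the 601 barcodes outside Table S2, 192 (31.9%) held a Pigr UMI, and together they held 901 Pigr UMIs. This drew attention because the paper does not report on these barcodes and because the share in IELs, at 1038 UMIs per cell in the median against 212 here, was 1.93%. The Pigr level of 5246 CPM was 117 times (74.7 to 196) that of IELs, at 44.7 CPM. This cannot decide on free RNA. In IELs it is diluted by the cell's own RNA, but in a barcode without a cell it would not be. A limit on the mitochondrial share and a limit on depth are candidate explanations for why barcodes with Pigr were left out, and were not separated. Of the 901 UMIs, 64.8% (61.6% to 67.9%) were in barcodes with a mitochondrial share of 20% or more, and no assigned cell had a share above 19.7%. Of all 601 barcodes, 316 had a share of 20% or more. Only 426 of the 901 UMIs were in barcodes with at least 500 UMIs, and no assigned cell had fewer than 504. Of the 41 left-out barcodes with at least 500 UMIs, 38 had a mitochondrial share of at least 20%, and 35 held Pigr. Free RNA, damaged epithelial cells and a cell type with a high mitochondrial share stay open. So does how leaving out these barcodes changed the epithelial share of 18.0%.

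Among all barcodes, 282 pairs of the same barcode set differed at 1 base, where random barcodes with these bases would give 1.24 pairs. They drew attention because the paper treats each barcode as a cell. Chance is argued against, since the number found was 227 times (201 to 255) that by chance. Separate cells of the same type are argued against too. At equal depth, 97.1% of the related pairs within a cluster (85.1% to 99.9%; 34 of 35 pairs) were more alike than the median unrelated pair of that cluster, where separate cells would give about 50%. Pairs that share a barcode are not independent, so that this interval is too narrow. Of the pairs, 90.8% (86.8% to 93.9%) differed at the last base. Beads that lost a base in synthesis, so that the last base is read from the molecular identifier, may give such pairs, and stay open as the source. Barcodes left apart for this reason could count 1 cell more than once. Joined, the 516 assigned barcodes become 492 cells, with the epithelial share at 16.1%, and the cells of the 3 subclusters become 92.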

How the results depend on the processing

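The alternatives with joined barcodes, with genes scaled to unit variance and with limits on UMIs and mitochondrial share were chosen only after the data had been seen, and the others before the data were examined. No paired analysis was possible because the barcodes carry no replicate number and the results come from no test across samples. Folds were instead computed within each barcode set.

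Over 102 results there were 751 values under alternatives. Of these, 568 stayed within the range set for the value reported, 175 moved further without a change of direction where one was called, and 8 reversed. For folds the numbers were 370, 112 and 6 of 488, for shares of cells 108, 30 and 0 of 138, and for pseudotime differences 51, 11 and 2 of 64. The range was counting error for folds and shares. For pseudotime differences it came from the interquartile range of the cells in question, so that a small difference could change sign within it. That of Tcf7l2 cells did so, from 0.057 to -0.056 with a root in the secretory subcluster. Other results, such as cell numbers and Rand indices, had ranges of their own. Of 55 folds, 44 had an interval above 1, and 38 of these were over 1 under every alternative that gave a value. The Sox4 fold in stem cells stayed within its interval under each alternative, and so did the folds of Tcf7l2 and Apc in stem cells, whose intervals include 1. For Sox4 the alternatives other than the Seurat average lay between 10.9 and 18.6. Its Seurat average difference, 2.10 on a natural log scale, is a lower fold than these. All 81 values with joined barcodes stayed within their ranges. For the 55 folds among them this says little, since UMIs summed over a cluster change only where related barcodes carry different labels. Of the 38 related pairs among assigned cells, 35 carried the same label. Leaving out doublets, taken as cells with at least 2 UMIs each of epithelial and T-cell markers, removed 4 of the 516 assigned cells and none of the subclusters, so that its 19 values say little. Barcode set X2 alone gave values for 50 of the 55 folds, and the re-clustering for 53.

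Barcode set X2, with 62 assigned cells and 4 secretory precursors, changed most. There the fold was reversed for Fcgbp (0.931), Ang4 (0.177) and Nov (0.618) in secretory precursors, Muc3 (0.787) and Hes1 (0.644) in absorptive precursors and Cdca7 (0.413) in stem cells. In the same set the Epcam fold was 2.19, the Muc2 fold 2.83, the Lgals3 fold 11.9 and the epithelial share 38.7%. The cause was not tested. In set X1 alone the Muc2 fold was 33.1, without the stem cell of set X2 that holds most Muc2 UMIs of its subcluster.

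With the mean of each cell's own CPM, which gives every cell the same weight, the folds were 17.1 for Epcam, 34.0 for Krt8, 42.1 for Krt19, 16.9 for Muc2 and 11.6 for Lgals3. The Seurat average difference is on a natural log scale, and was 2.19 for Epcam and 2.68 for Muc2. With clusters from the re-clustering, the Epcam fold was 51.5 and the Muc2 fold 9.63. With only the cells called epithelial in both lists, the Muc2 fold was 15.0. The deep cells with an IEL label are left out of this comparison by its construction.

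The adjusted Rand index with the 4 clusters was 0.458 with Leiden clustering, against 0.433. With scaled genes it was 0.430, 0.357 with Leiden clustering and 0.411 with thinned cells. For the 3 subclusters, the first version run had genes scaled to unit variance and gave 0.0047 with k-means and 0.124 with Leiden clustering, but 0.646 with cells thinned to 800 UMIs. The unscaled version gave 0.716, 0.669 with Leiden clustering and 0.578 with thinned cells. It was taken as the main one because the plan names no scaling. The scaled k-means version put 104 cells in 1 group and split off 2 single stem cells, with 698 and 570 UMIs, too few to be among the thinned cells. The scaled Leiden groups held 47, 40 and 19 cells. With all UMIs the index therefore depends on scaling, and with thinned cells the scaled version was above the unscaled one. The cause was not tested.

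The pseudotime order depends on the root, which was assumed. The median of stem cells minus that of the other cells, -0.406 with a root in the stem cell subcluster, reversed to 0.037 with a root in the secretory subcluster, and was -0.1045 with a root in the absorptive subcluster, -0.313 with thinned cells and -0.2705 with scaled genes. For cells with a Sox4 UMI it reversed to 0.018 with a root in the secretory subcluster. For cells with an Apc UMI it was 0.101, and -0.088 and -0.013 with these other roots, 0.4435 with thinned cells, of which 2 held an Apc UMI, and -0.008 with scaled genes. A root elsewhere changes what pseudotime measures by construction. For scaling and thinning, the cause was not tested. Co-detection of Mki67 and Klf4 was 0.857 times the number by chance over all subclusters and 1.64 times within the stem cell subcluster. With thinned cells these were 0.549 and 1.02. Thinning also left out all but 23 of the 32 stem cells, so that depth and the choice of cells were not separated.

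The genes that lead a cluster depend on the minimum of UMIs. Of the 5 genes listed per cluster, between 1 and 5 remained with at least 10 UMIs, between 1 and 4 with at least 50 UMIs, and between 0 and 4 in set X1 alone, where a higher level in set X2 was not required. The 0 is for secretory precursors, where Ang4, left out of the list of both sets by its fold of 0.177 in set X2, led in set X1. Stem cells held 69046 UMIs in all and 2 of Tcf7l2, so that a level between 0.0388 and 1.36 times that of the other epithelial cells was not excluded.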

Differences from the paper's values

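The paper reports 381 unique genes across 516 cells, and 18580 genes had at least 1 UMI in the same cells here. The paper's number follows filtration steps that its text does not spell out, so that it is not known whether both count genes by the same rule. No alternative set before the data were examined gives a number of detected genes near the paper's. With a UMI in at least 3 of the cells, a number computed beside it, there were 12937.

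For other statements of the paper, these values differ. The paper describes Krt7 as unique to secretory precursors, together with Ang4. Krt7 had 6 UMIs in stem cells and 3 in absorptive precursors beside 17 in secretory precursors, and Ang4 had 3 and 40 beside 1342. The levels of both were highest in secretory precursors, at 3.24-fold and 53.6-fold those of the other epithelial cells.

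Lrig1 is described in the paper as very rare in stem cells. It was found in 21.9% of stem cells, 18.8% of secretory precursors and 14.3% of absorptive precursors, against 0.276% of IELs, with a 3.05-fold higher level (1.13 to 7.88) in stem cells than in the other epithelial cells. Hopx, described in the same way, was not above its share in IELs, which may express it themselves.

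In the paper, Reg4+ cells divide into those with and those without goblet-cell markers. Of the 41 Reg4+ cells of the 3 subclusters, 36 held a UMI of Muc2, Fcgbp or Clca1 and 5 did not, as in such a division. Within the secretory precursors it was not seen. All 24 Reg4+ secretory precursors held a UMI of these genes, and 20 held UMIs of all 3. The 5 Reg4+ cells without one were stem cells. The secretory subcluster comes from these same counts and has these genes among its markers. Of its 8 cells without Reg4, 6 held one too, so that the overlap within it cannot test the division.

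Klf5 is given by the paper as a marker of stem cells with Sox4 and Mki67. Sox4 and Mki67 were 11.4-fold and 4.17-fold higher in stem cells, and Klf5 was 1.02-fold (0.696 to 1.45). The paper places Tcf3 (Tcf7l1) with Klf5 earlier in pseudotime than Tcf4 (Tcf7l2) with Klf4. The medians here were 0.488 for Tcf7l1, 0.425 for Klf5, 0.440 for Tcf7l2 and 0.525 for Klf4, from a diffusion pseudotime in place of Monocle. The median of Tcf7l1 cells was above that of Klf5 cells in every setting tried but a root in the secretory subcluster, with 0.696 and 0.773. Klf5 lay before Klf4, as the paper places them, except with a root in the absorptive subcluster (0.437 and 0.426). The order of Tcf7l1 after Tcf7l2 was not stable. It reversed with a root in the secretory subcluster (0.696 and 0.736) and with thinned cells (0.396 and 0.479), of which 3 held Tcf7l2. With 5 principal components both were at 0.598.

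According to the paper, Klf4 does not overlap with Mki67. Klf4 was found in 8 of 23 Mki67 cells, where 9.33 would be found by chance, and within the stem cell subcluster in 6 against 3.66. With cells thinned to 800 UMIs the ratios to chance were 0.549 and 1.02. In absorptive precursors, 1 cell held both genes, against 3.17 by chance. The paper states that stem cells lack Tcf4 and Apc. Tcf7l2 had 2 UMIs and Apc 4 in stem cells, at 0.338 (0.0388 to 1.36) and 0.812 (0.202 to 2.42) times the level of the other epithelial cells. The interval of the Apc share in stem cells, 9.38% (1.98% to 25.0%), includes the 4.14% of IELs. Whether the IEL share of Apc is stray RNA or expression was not tested.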

Other observations

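All tests in this part were chosen only after the result was seen. The labels name 1 condition, so that no biological explanation from the design was tested.

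In Table S2, 14 cells of the epithelial subclusters carry an IEL label in the list of all cells. Doublets of an epithelial cell and a T cell cannot be told apart from epithelial cells by their T-cell markers. At least 2 UMIs of these were in 7.14% (0.181% to 33.9%; 1 of 14) of the cells, against 97.2% of IELs, but the paper's methods describe a selection of epithelial cells by Pigr expression and the lack of T-cell markers, which by itself would give a low share. That 1 cell held 23 such UMIs and 1 UMI of epithelial markers. A higher depth as the explanation cannot be told apart from others. The median depth of the 14 cells was 0.774 times that of the other subcluster cells, but 5 of 14 were over 2 times that median, among them 4 deeper than every other epithelial cell, and an interval of 12.8% to 64.9% leaves the share open.

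Xist was 6.55-fold higher in stem cells than in the other epithelial cells. A larger part of stem cells from barcode set X2, which had 734 CPM of Xist against 148 in set X1, is argued against as the whole cause, since the smaller of the folds within the sets was 2.68 (1.62 to 4.57). So is 1 deep cell, since the fold was 7.09 (4.64 to 10.9) without the stem cell with the most Xist UMIs. More cells of female mice among the stem cells cannot be told apart from a higher level per cell. In set X2, Y-linked genes were at 20.9 CPM (0.530 to 117) in the other epithelial cells, from 1 UMI, with 0 UMIs in stem cells. In set X1 their level in stem cells was 1.05 times (0.326 to 2.65) that of the other epithelial cells, from 5 UMIs against 43. The counts of Y-linked UMIs keep this open. The sex of the mice in each pool is not given in the labels and stays among the open explanations.

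Ccl5, which had a UMI in 86.7% of IELs, had 22 UMIs in the epithelial subclusters. Free RNA of IELs would bring T-cell markers in the ratio seen in IELs. The ratio of Ccl5 to T-cell markers was 0.571 times (0.357 to 0.865) that in IELs, but 23 of the 27 T-cell marker UMIs were in 1 cell. Without this cell the ratio was 3.85 times (2.41 to 5.84) that of IELs. Free RNA cannot be told apart from expression, since 1 cell decides the value and the selection against T-cell markers changes the ratio.

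In the B cell cluster, 29.8% of cells held a Cd8a UMI and 40.4% a Cd7 UMI. Lyz2 had 63 UMIs in 3 cells of this cluster, none of which held Siglech. Of other marker lists, the plasma cell genes Jchain and Mzb1 had 4 and 24 UMIs in the B cell cluster and none in the other assigned cells. Of the stromal genes, Col1a1 had none in any cluster and Col3a1 had 1. The endothelial gene Cdh5 had 1, and the myeloid gene C1qa had none. These are reported as values without a test.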
